# Primary cilia on muscle stem cells are critical to maintain regenerative capacity and are lost during aging

**DOI:** 10.1038/s41467-022-29150-6

**Published:** 2022-03-17

**Authors:** Adelaida R. Palla, Keren I. Hilgendorf, Ann V. Yang, Jaclyn P. Kerr, Aaron C. Hinken, Janos Demeter, Peggy Kraft, Nancie A. Mooney, Nora Yucel, David M. Burns, Yu Xin Wang, Peter K. Jackson, Helen M. Blau

**Keywords:** Cilia, Ageing, Muscle stem cells

## Abstract

During aging, the regenerative capacity of muscle stem cells (MuSCs) decreases, diminishing the ability of muscle to repair following injury. We found that the ability of MuSCs to regenerate is regulated by the primary cilium, a cellular protrusion that serves as a sensitive sensory organelle. Abolishing MuSC cilia inhibited MuSC proliferation in vitro and severely impaired injury-induced muscle regeneration in vivo. In aged muscle, a cell intrinsic defect in MuSC ciliation was associated with the decrease in regenerative capacity. Exogenous activation of Hedgehog signaling, known to be localized in the primary cilium, promoted MuSC expansion, both in vitro and in vivo. Delivery of the small molecule Smoothened agonist (SAG1.3) to muscles of aged mice restored regenerative capacity leading to increased strength post-injury. These findings provide fresh insights into the signaling dysfunction in aged MuSCs and identify the ciliary Hedgehog signaling pathway as a potential therapeutic target to counter the loss of muscle regenerative capacity which accompanies aging.

## Abstract (web summary)

Repair of muscle damage requires muscle stem cells, which lose regenerative capacity with aging. Here, the authors show that a sensory organelle, the primary cilium, is critical for muscle stem cell proliferation during regeneration and lost with aging.

## Introduction

Adult muscle stem cells (MuSCs), also known as satellite cells, are crucial for skeletal muscle regeneration throughout life^1^. Sarcopenia, the age-dependent loss of skeletal muscle mass and strength, is a major public-health problem that affects an estimated 15% of individuals 65 years or older^2,3^. With aging, MuSCs undergo intrinsic changes that reduce their number and function, which decreases the capacity of muscle to respond to exercise and injury and efficiently repair damage to muscle fibers^1^. Such MuSC intrinsic changes include atypical activation of p38-MAPK or Jak2-Stat3 signaling^4–8^. Additionally, extrinsic changes that alter the niche, or MuSC microenvironment, impact MuSC regenerative function with aging^5^. Finally, maintenance of the quiescent cell state is essential for muscle stem cell function^9^. With aging, the increase in cytokines in muscles, including FGF2, WNT3A and TGF-β alter the signaling state of aged MuSCs leading to their premature exit from quiescence^5,9–11^. Despite this knowledge, our understanding of the basis for MuSC dysfunction with aging remains incomplete.

Many adult stem cells possess a primary cilium, a microtubule-based, antenna-like structure that protrudes from the cell surface to mediate sensory and morphogenetic signaling^12^. Primary cilia transduce signaling from a growing list of G-protein coupled receptors (GPCRs), proteins with seven transmembrane helices capable of transducing extracellular stimuli into intracellular signals. GPCRs are of particular interest, as they constitute a potent class of drug targets^13^. A recent report showed that MuSCs and muscle progenitor cells possess a primary cilium that is linked to their cell cycle state^14,15^, but the role of primary cilia in MuSC function in vivo has yet to be established.

One of the most characterized ciliary signaling pathways is Hedgehog (Hh) signaling, critical for both embryonic development and tissue homeostasis and regeneration. There are three known mammalian Hh ligands, Sonic-Hedgehog, Indian-Hedgehog, and Desert-Hedgehog. The primary cilium is required to organize canonical signaling by all three ligands in most vertebrate cells^16^. Briefly, in the absence of Hh ligand, its receptor Patched (PTCH1) is localized to and around the primary cilium and downstream GLI transcription factors are proteolytically processed to a repressor form^17,18^. In the presence of Hh ligand, its receptor PTCH1 exits the primary cilium, while the GPCR SMO accumulates in the cilium and active GLI transcription factors are released for translocation to the nucleus and expression of downstream GLI target genes, such as *Ptch1* and *Gli2*^19^. Hh has previously been shown to play a role in myogenesis, especially during embryogenesis, as canonical Hh signaling to somites is critical for the induction of myogenic factors such as MYOD1 and MYF5^20^, and the subsequent induction of slow twitch muscle fates^21^. In muscle progenitor cells, Hh signaling has also been characterized as a pro-survival and proliferation factor^22^.

Here, we show that genetic ablation of primary cilia in adult MuSCs dramatically decreases their self-renewal and regenerative capacity in vivo. Additionally, we identify loss of ciliation as an intrinsic defect of MuSCs with aging, and that augmenting the regenerative capacity of aged MuSCs through activation of the ciliary Hedgehog (Hh) signaling pathway is a previously unrecognized therapeutic strategy for the treatment of sarcopenia.

## Results

### Loss of cilia on MuSCs impairs muscle regeneration and strength recovery

We first sought to determine if primary cilia in MuSCs are required for their self-renewal and regenerative capacity in response to injury. Pax7 is the hallmark transcription factor expressed by MuSCs^23^. We confirmed MuSC ciliation using a transgenic mouse model that expresses fluorescently tagged CENTRIN2 and ARL13B to visualize the base and axoneme of primary cilia, respectively^24,25^ (Supplementary Fig. 1a). To assess the functional significance of MuSC ciliation, we generated a Pax7^CreERT2^;IFT88^f/f^ mouse model in which the intraflagellar transport protein IFT88, required for ciliary assembly and maintenance^26^, is specifically and conditionally ablated in Pax7-expressing MuSCs (Fig. 1a, b and Supplementary Fig. 1b). We assessed cilia of PAX7-positive MuSCs using antibodies directed against detyrosinated tubulin to visualize the ciliary axoneme and the centriolar marker FGFR1OP/FOP to visualize the ciliary base. Henceforth, we define percent ciliation as the percentage of cells staining positive for detyrosinated tubulin. We confirmed a decrease in the percent and length of ciliation in tamoxifen-treated Pax7^CreERT2^; IFT88^f/f^ (IFT88^−/−^) MuSCs compared to littermate Pax7^CreERT2^;IFT88^+/+^ controls (control) on isolated myofibers by immunofluorescence microscopy (Fig. 1c, d and Supplementary Fig. 1c). Of note, heterozygous Pax7^CreERT2^;IFT88^+/f^ (IFT88^+/−^) MuSCs exhibited an intermediate decrease in ciliation (Fig. 1c and Supplementary Fig. 1c). To assess the functional consequence of MuSC ciliation loss, we performed notexin-induced injury in the *Gastrocnemius* muscle of young (2–4 months) control, IFT88^+/−^, and IFT88^−/−^ mice and measured strength recovery. Notexin, a widely used injury paradigm, is a phospholipase A2 neurotoxin peptide extracted from snake venom that acts as a myotoxin upon intramuscular injection and promotes myofiber necrosis, but spares muscle stem cells, which become activated and proliferate to regenerate the injured muscle. We found that homozygous loss of IFT88 led to a 50% decrease in tetanic force 7 days post-injury and a 20% decrease at 14 days post-injury compared to baseline, and force was significantly reduced compared to controls (Fig. 1e, f and Supplementary Fig. 1d, e). Similarly, muscle mass was decreased in IFT88^−/−^ mice at day 14 compared to controls (Supplementary Fig. 1f). Regeneration potential was assessed by histological examination of injured muscles. To regenerate injured muscles, MuSCs must become activated and proliferate to generate a pool of myoblasts, which differentiate and fuse to form new myofibers or replenish existing myofibers to repair and replace the injured area^27^. A shift toward myofibers with reduced cross-sectional area (CSA), as well as reduced mean CSA, at day 14 post-injury quantified by immunofluorescence was observed, indicative of either impaired or delayed regenerative capacity of IFT88^−/−^ MuSCs (Fig. 1g-i). The intermediate regenerative capacity of IFT88^+/−^ MuSCs is consistent with the partial loss of ciliation observed in MuSCs from heterozygous mice (Fig. 1c, f and Supplementary Fig. 1b–e). These results demonstrate that in the absence of the primary cilium on MuSCs, muscle regeneration is impaired, and force is not fully restored after notexin-induced injury.

**Fig. 1:**
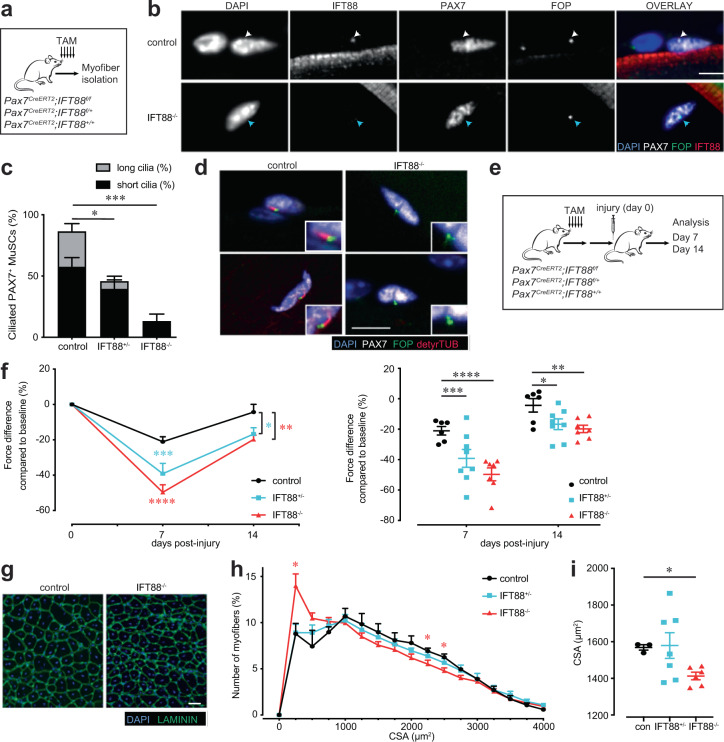
Loss of primary cilia in MuSCs impairs muscle regeneration and strength recovery. **a** Pax7-specific Ift88 conditional knockout mice (*Pax7*^*CreERT2*^*;IFT88*^*f*/*f*^, IFT88^−/−^*)*, heterozygous mice (*Pax7*^*CreERT2*^*;IFT88*^*+/f*^, IFT88^+/−^*)* or control littermates (*Pax7*^*CreERT2*^*;IFT88*^*+/+*^, control, con*)* were treated with tamoxifen (TAM) at 8 weeks of age. Myofibers were isolated and stained for ciliary markers. **b** Representative confocal images of control and IFT88^−/−^ myofibers showing IFT88 and FOP staining in PAX7^+^ MuSCs. All cells stain positive for the centrosomal marker FOP. Scale bars: 10 μm. DAPI, blue; PAX7, white; FOP, green; IFT88, red. White arrowheads indicate the presence of IFT88 in the primary cilium on the surface of MuSCs. Blue arrowheads indicate MuSCs lacking cilia. Quantification in Supplementary Fig. 1b. **c**, **d** Visualization of MuSC cilia using detyrosinated tubulin to stain the ciliary axoneme and FOP to visualize the ciliary base. All cells stain positive for the centrosomal marker FOP. Absence of detyrosinated tubulin is scored as no cilia. **c** Percent of short (<1 µM) and long (>1 µM) cilia on Pax7+ MuSCs quantified from isolated myofibers of control, IFT88^+/−^ and IFT88^−/−^ mice (*n* = 75 control, 79 IFT88^+/−^, 81 IFT88^−/−^ total myofibers were analyzed from 4 independent mice per genotype; average percent of ciliated MuSCs per mouse is shown, individual data points in Supplementary Fig. 1c). **d** Representative confocal images of uninjured/resting EDL myofibers of control and IFT88^−/−^ mice showing cilia immunostaining in Pax7^+^ MuSCs. Scale bars: 10 μm. DAPI, blue; PAX7, white; FOP, green; detyrosinated tubulin, red. **e**–**i** Control, IFT88^+/−^ and IFT88^−/−^ mice were injured with notexin and analysis was performed 7 or 14 days post-injury (*n* = 3 control mice; *n* = 4 IFT88^+/−^ and IFT88^−/−^; two legs per mouse). **e** Experimental scheme. **f** Plantar flexion tetanic torque of control, IFT88^+/−^ and IFT88^−/−^ mice on day 7 and day 14 post-injury (values normalized to baseline torque). **g** Representative *Gastrocnemius* (GA) cross-section at 14 days post-injury from control and IFT88^−/−^ mice. DAPI, blue; LAMININ, green. Bar=50 µm. **h** Myofiber cross-sectional areas (CSA) in control, IFT88^+/−^ and IFT88^−/−^ GAs (*n* = 3 for control, *n* = 6 for IFT88^+/−^ and *n* = 6 for IFT88^−/−^). **i** Mean CSA. *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 0.0001. ANOVA test with Fisher’s LSD test for multiple comparisons (**c**, **f**, **h**, **i**). Source data are provided as a Source Data file. Means+s.e.m.

### Primary cilia on MuSCs are required for MuSC proliferation and engraftment

To elucidate the role of primary cilia in maintaining MuSC function, we performed RNAseq analyses of control and IFT88^−/−^ MuSCs. Pathways related to calcium signaling (i.e*. Akap5, Cacna1d, Cacna1g, Cacnab, Camk1d, Camkk2, Chrna4, Chrnb2*), Gα signaling (i.e*. Add1, Cnga1, Gnb5, Prkar1a, Rapgef4, Rapgef4, Rgs2*) and cell cycle (i.e*. Atm, Chek2, Babam1, Cdk13, Mcm9*) were differentially expressed in IFT88^−/−^ and control MuSCs (Fig. 2a and Supplementary Fig. 2a, b, Supplementary Data 1) in good agreement with the function of primary cilia in other cell types^25,28–30^.

**Fig. 2:**
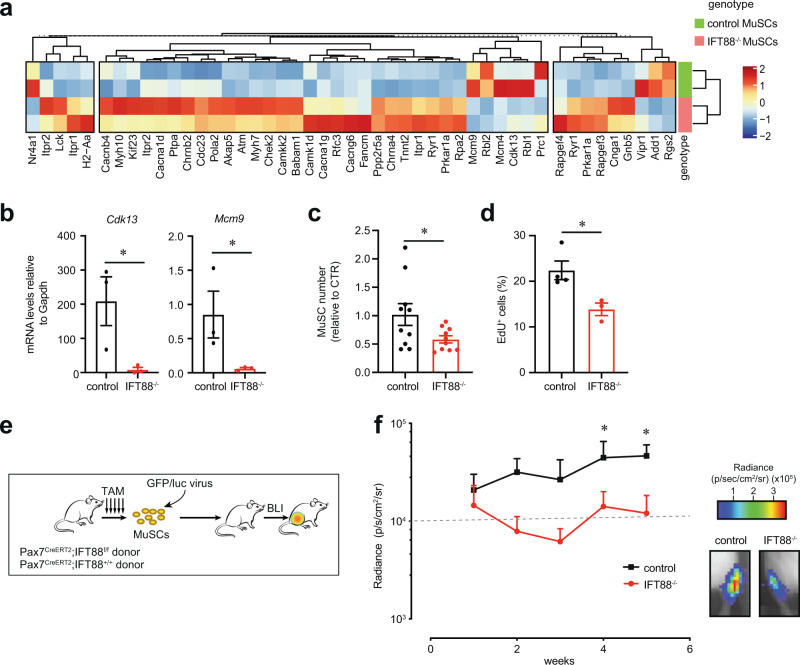
Loss of primary cilia in MuSCs reduces proliferative and self-renewal capacity. **a** Heat map of differentially expressed genes (*p* < 0.1) in IPA (Ingenuity Pathway Analysis) enriched pathways between control or IFT88^−/−^ MuSCs freshly isolated from hindlimb muscles. **b** Expression of cell cycle genes *Cdk13* and *Mcm9* is decreased in IFT88^−/−^ MuSCs compared to controls as determined by qPCR (*n* = 3 mice per condition). **c** Number of control and IFT88^−/−^ MuSCs after culture on hydrogel for 7 days, normalized to control (*n* = 10 mice per group performed in 3 independent experiments). **d** Percentage of EdU^+^ MuSCs (*n* = 4 mice for control, *n* = 3 mice for IFT88^−/−^). **e**, **f** Engraftment of GFP/luc-labeled control and IFT88^−/−^ MuSCs. **e** Transplant scheme. **f** Left: Bioluminescence imaging (BLI) signal post-transplant expressed as average radiance (p s^−1^ cm^−2^ sr^−1^) (*n* = 5 replicates per condition, individual data points in Supplementary Fig. 2f). Right: Representative BLI images for each condition. Mann–Whitney test (**b**–**d**). 2 way ANOVA test with Fisher’s LSD for multiple comparisons per time point (**f**). *P < 0.05, **P < 0.01. Source data are provided as a Source Data file. Means+s.e.m.

We confirmed by qPCR that expression of cell cycle genes, *Cdk13* and *Mcm9*, was decreased in IFT88^−/−^ MuSCs compared to controls (Fig. 2b). To analyze the proliferative potential of MuSCs, we plated them on elastic hydrogels with a stiffness equivalent to that of muscle tissue (12 kPa), which preserves their self-renewal properties in culture^31^. IFT88^−/−^ MuSCs exhibited a reduced proliferative capacity compared to controls, as determined by the total number of MuSCs after 7 days (Fig. 2c). We further confirmed this reduction in proliferative capacity using an EdU incorporation assay (Fig. 2d). We observed a similar phenotype when we performed knockdown of other ciliary components which are essential for cilia assembly, *Kif3a* and *Cep164* (Supplementary Fig. 2c, d), confirming the role of primary cilia in MuSC proliferation. To elucidate if loss of ciliary signaling and consequent reduction in MuSC proliferation could result from spontaneous differentiation of MuSCs, we plated control and IFT88^−/−^ MuSCs on collagen coated plates. The IFT88^−/−^ MuSCs did not differ from ciliated controls in their spontaneous differentiation and exhibited a comparable capacity to form MyHC positive myotubes (Supplementary Fig. 2e), consistent with our hypothesis that primary cilia mediate MuSC proliferation and expansion.

To determine if primary cilia are required for MuSC self-renewal in vivo, we performed engraftment studies using control and IFT88^−/−^ MuSCs transduced with a GFP/luciferase expression vector, which enables assessment of the dynamics of MuSC engraftment and contribution to regeneration over time by non-invasive bioluminescence imaging (BLI). Immunodeficient Nod Scid Gamma (NSG) mice were irradiated to deplete competing endogenous MuSCs. Equal numbers of GFP/luc expressing control and IFT88^−/−^ MuSCs were then injected into the *Tibialis anterior* (TA) muscles and engraftment potential measured over time using BLI, as previously described^6,32,33^ (Fig. 2e). We found that IFT88^−/−^ MuSC engraftment was significantly reduced compared to controls (Fig. 2f and Supplementary Fig. 2f). These data show that cilia are crucial to the self-renewal and expansion capacity of transplanted MuSCs in vivo.

### Smoothened agonist (SAG) promotes MuSC expansion in vivo

Primary cilia have an essential role in mediating Hh signaling in vertebrates^34^. The Hh receptor Patched (PTCH1) and the downstream GPCR Smoothened (SMO) are highly enriched in the primary cilium and regulate Hh signaling via downstream GLI transcription factors that have been shown to play a role in proliferation and renewal of diverse stem cell types^34,35^. To test if Hh signaling plays a role in MuSC self-renewal and expansion, we used small-molecule SMO agonists (SAG1.3 and Purmorphamine) to activate Hh signaling^36^. We found SAG1.3 and Purmorphamine stimulated MuSC expansion in a dose-dependent manner (Fig. 3a). Additionally, we found that treatment of control, but not IFT88^−/−^ MuSCs, with the SMO agonist SAG1.3 led to a robust increase in proliferation (Fig. 3b). Thus, activation of the Hh signaling pathway promotes cilia-dependent MuSC expansion. Similarly, inhibition of Hh signaling using SMO antagonists cyclopamine or vismodegib^36,37^ markedly reduced proliferation, as assessed by EdU incorporation (Fig. 3c) or VisionBlue, a Resazurin-based dye that becomes fluorescent upon reduction by metabolically active cells (Fig. 3d). To further study if stimulation of the Hh pathway promotes muscle regeneration in vivo, we used a transgenic mouse model we previously developed, Pax7^CreERT2^; Rosa26-LSL-Luc to monitor the dynamics of endogenous MuSC expansion over a 2-week time course using BLI^32^. We found that a single intramuscular injection of SAG1.3 significantly increased endogenous MuSC expansion at days 10 and 14 post-injury compared to vehicle treated (Fig. 3e, f and Supplementary Fig. 3). These results demonstrate that ciliary Hh signaling via SMO is critical for the proliferative capacity of MuSCs, and that stimulating SMO can lead to increased MuSC expansion during regeneration.

**Fig. 3:**
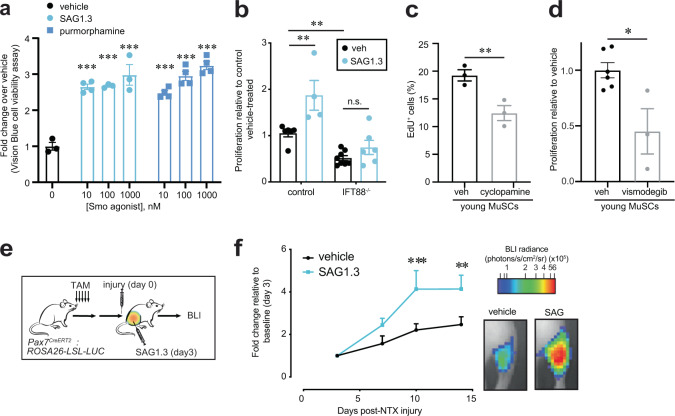
SMO agonist treatment promotes MuSC expansion. **a** SMO agonists SAG1.3 and purmophamine promote MuSC proliferation in a dose-dependent manner (*n* = 3–4 biological replicates per condition, isolated from independent mice and each performed in 3 technical replicates). **b** Proliferation of control or IFT88^−/−^ MuSCs treated with vehicle (veh) or SMO agonist SAG1.3 (50 nM), shown as fold change normalized to control vehicle treated (*n* = 5 control veh, 4 control SAG1.3, 8 IFT88^−/−^ veh, 6 IFT88^−/−^ SAG1.3). **c** Percentage of EdU^+^ vehicle or 5 µM cyclopamine (SMO antagonist) treated MuSCs (*n* = 3 mice per condition). **d** Vismodegib (100 nM, SMO antagonist) inhibits MuSC proliferation as determined by Vision Blue assay (*n* = 7 veh and 3 vismodegib treated). **e**, **f** Expansion of endogenous MuSCs in Pax7CreERT2;Rosa26-LSL-Luc mice treated with tamoxifen (TAM) to label resting MuSCs and assayed by BLI post-notexin injury. **e** Experimental scheme. **f** Left: BLI (*n* = 8 mice per condition, individual data points in Supplementary Fig. 3a). Right: Representative BLI image. *P < 0.05, **P < 0.01, ***P < 0.001. Mann–Whitney test (**c**, **d**). ANOVA test with Fisher’s LSD for multiple comparisons (**a**, **b**). Significance relative to vehicle (0 nM) (**a**); 2 way ANOVA test with Fisher’s LSD for multiple comparisons per time point (**f**). Source data are provided as a Source Data file. Means+s.e.m.

### Aged MuSCs exhibit decreased ciliation and expression of Hh downstream target Gli2

Since MuSC function declines with aging and ablation of cilia leads to a loss of young MuSC self-renewal capacity, we hypothesized that aged MuSCs harbor a ciliation defect that contributes to their loss of stemness and regenerative capacity. We therefore assessed the ciliation status of MuSCs during aging. We compared the cilia of young and aged MuSCs present on isolated myofibers. By immunofluorescence analysis, we identified the cilia of PAX7-positive MuSCs using antibodies directed against detyrosinated tubulin and the centriolar marker FOP (Fig. 4a and Supplementary Fig. 4a). Aged MuSCs had a significant decrease in the number of both long and short cilia compared to young, with only approximately 30% of aged MuSCs remaining ciliated (Fig. 4b and Supplementary Fig. 4b). Upon analysis of transcriptome data from young and aged MuSCs, we identified several differentially expressed ciliary genes (i.e. *Ift122, Kif3a, Dzip1l, Stil*) (Fig. 4c). 

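The transcriptomes were RNA-seq libraries of MuSCs sorted as Integrin α7+CD34+Lin− cells from young (2–4 months) and aged (more than 24 months) C57BL/6 mice, with 3 young and 2 aged libraries that received no treatment. The labels of the aged samples give 24 months, and the labels of all samples give 24 h of culture before RNA was taken, a step that the RNA-seq methods do not describe. RNA from 5000–10000 cells was amplified to cDNA before library construction, so that each count rests on amplified material. The authors aligned the reads to the mm10 mouse genome with STAR within bcbio-nextgen, and used RSEM or Salmon to estimate the number of reads from each gene. The deposited values are these estimated counts for 32976 genes, without normalization, and they were rounded to whole numbers here before testing. The total of the estimated counts was 7110767, 3356780 and 7198596 in young replicates 1, 2 and 3, and 3797819 and 1276890 in aged replicates 1 and 2. The methods state 30–40 M reads of 75 bp per sample, and the values below use the estimated counts. At these totals a floor of 3 counts corresponds to between 0.417 and 2.35 CPM (counts scaled to the same total in each library), which covers counting error only. Pairs of libraries of the same age differed by more than sampling noise, with a chi-square per degree of freedom from 16.7 to 49.0. This rules out 1 library sequenced again but not repeat preparations of 1 sample, and each library was counted as 1 replicate on its label alone. Counts on 4 Y-linked genes were present in young replicate 3 (497 counts) and aged replicate 2 (81 counts). There was 1 such count in aged replicate 1 and none in young replicates 1 and 2. These counts argue against repeat preparations of 1 sample for the 2 aged libraries, and for young replicate 3 against the other young libraries. They leave this open for young replicates 1 and 2. Counts were scaled by edgeR's TMM method and compared with edgeR's quasi-likelihood test over the 11212 genes that passed its low-count filter, with Benjamini-Hochberg adjustment. The biological coefficient of variation between libraries of the same age was 0.467.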

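Between aged and young MuSCs, 0 of 11212 genes had an adjusted p under 0.05, and 560 genes had an unadjusted p under 0.05, which is 4.99% of the genes tested. Ift122 (ENSMUSG00000030323) lies on chromosome 6 of mm10 from 115853470 to 115926699 and encodes a subunit of the intraflagellar transport complex that moves cargo within the cilium. Its normalized count was 5.24 ± 2.10 CPM in young (SD, n = 3) and 22.4 ± 13.2 CPM in aged MuSCs (SD, n = 2). The log2 fold change was 2.10 (standard error 0.67, adjusted p = 0.939 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dzip1l (ENSMUSG00000037784), on chromosome 9 from 99629496 to 99669256, encodes a zinc finger protein of the ciliary base. It had 31.3 ± 7.23 CPM in young and 10.6 ± 1.98 CPM in aged MuSCs, a log2 fold change of -1.54 (standard error 0.50). Kif3a (ENSMUSG00000018395), on chromosome 11 from 53567379 to 53601967, encodes a motor subunit of the kinesin that drives transport toward the ciliary tip. It had 39.1 ± 6.17 CPM in young and 22.1 ± 3.06 CPM in aged MuSCs, a log2 fold change of -0.81 (standard error 0.42). Stil (ENSMUSG00000028718), on chromosome 4 from 115000159 to 115043196, encodes a protein needed for centriole duplication. It had 88.6 ± 11.5 CPM in young and 50.2 ± 17.8 CPM in aged MuSCs, a log2 fold change of -0.80 (standard error 0.35). The adjusted p of Dzip1l, Kif3a and Stil was also 0.939 in the same edgeR test. No exon of these genes overlaps an exon of another gene in the GENCODE M21 annotation. For each of them, every young library was on one side of every aged library. An exact permutation test, with the smaller tail doubled, gave p = 0.2 for each gene. That is the smallest p this form can give with 3 libraries against 2, and chance separates 20% of genes in this way. The choice that moved the number of genes most was the threshold. With an unadjusted p under 0.1 in place of the adjusted p, 1191 genes passed, among them all 6 genes of the heat map.

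**Figure D1:**
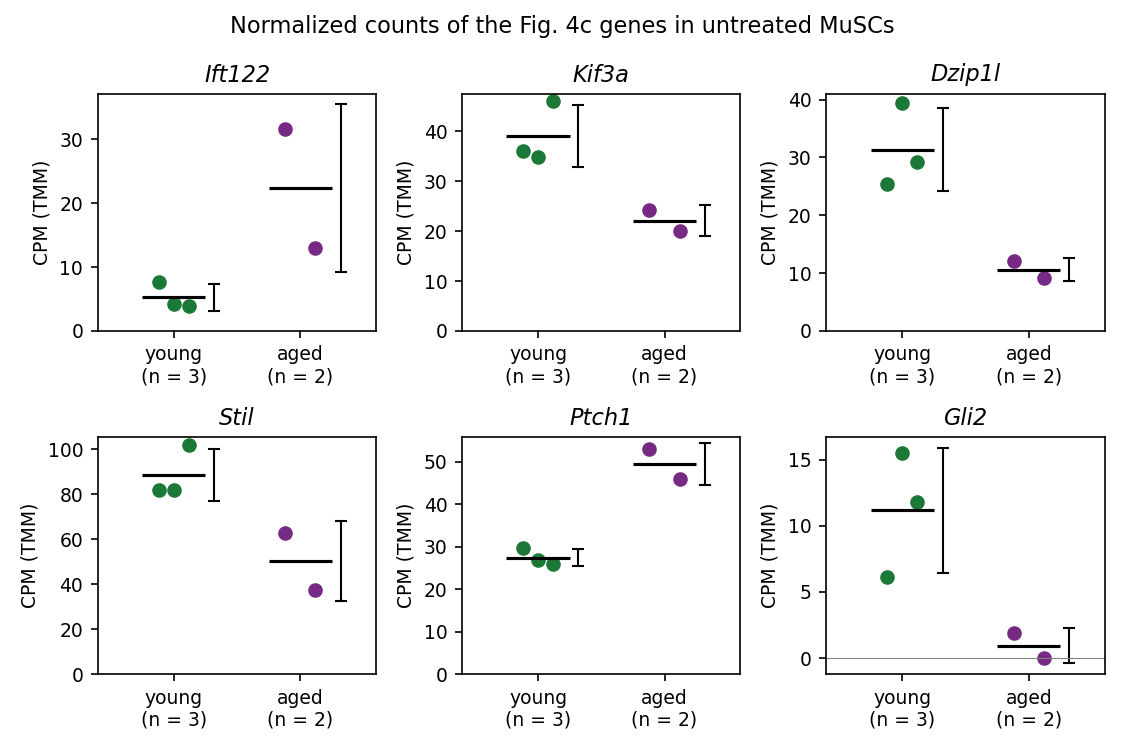
Normalized counts (CPM after TMM scaling) of the 6 genes of Fig. 4c in each untreated library, with a point per library, a bar at the mean and an error bar of 1 SD beside it. Aged libraries sit above young ones for Ift122 and Ptch1 and below them for Kif3a, Dzip1l, Stil and Gli2.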

Components of the Hh signaling pathway (i.e. *Ptch1, Gli2*), known to signal through the primary cilium^16^, were among the top hits (Fig. 4c). Moreover, expression of Hh signaling genes, the negative regulator, *Ptch1*, and the downstream effector, *Gli2*, were dysregulated in aged compared to young MuSCs (Fig. 4d), not only at a basal state, but also in muscles post-injury (Fig. 4e, f and Supplementary Fig. 4c, d). 

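Ptch1 (ENSMUSG00000021466) lies on chromosome 13 of mm10 from 63508328 to 63573598 and encodes the receptor that holds Hh signaling off in the absence of ligand. Its normalized count was 27.5 ± 1.97 CPM in young (SD, n = 3) and 49.5 ± 4.86 CPM in aged MuSCs (SD, n = 2). The log2 fold change was 0.85 (standard error 0.38, adjusted p = 0.939 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gli2 (ENSMUSG00000048402), on chromosome 1 from 118834132 to 119053619, encodes a transcription factor that acts downstream of Hh. The libraries held 45, 52 and 82 counts of Gli2 in young replicates 1, 2 and 3, 7 counts in aged replicate 1 and 0 in aged replicate 2. Gli2 had 11.2 ± 4.72 CPM in young and 0.955 ± 1.35 CPM in aged MuSCs, a log2 fold change of -3.22 (standard error 1.14, adjusted p = 0.939 in the same edgeR test). In aged replicate 2, a Gli2 level under 2.30 CPM was not detectable at a floor of 3 counts. Without aged replicate 2, the log2 fold change of Gli2 was -2.50. Without aged replicate 1 it was -8.71, a value that rests on the 0 counts of aged replicate 2. By p over the 11212 genes tested, Ift122 ranked 105, Dzip1l 115, Gli2 170, Stil 454, Ptch1 486 and Kif3a 882. By the size of the log2 fold change, Gli2 ranked 148 and Ptch1 2283. Adjusted over the 6 genes of the heat map alone, 3 had an adjusted p under 0.05 in edgeR's test (Ift122, Dzip1l and Gli2). The 6 genes were the paper's own selection from these libraries, so this count shows no stability. Of 30 genes of the Hh pathway listed before the counts were examined, 24 passed the low-count filter, and 16 of them were lower and 8 higher in aged MuSCs. Their mean log2 fold change was -0.38, and limma's camera test of the set gave an unadjusted value of 0.379. The paper's analysis of these transcriptomes, for which the methods name DESeq, lists ciliary genes as differentially expressed and places Ptch1 and Gli2 among the top hits.

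**Figure D2:**
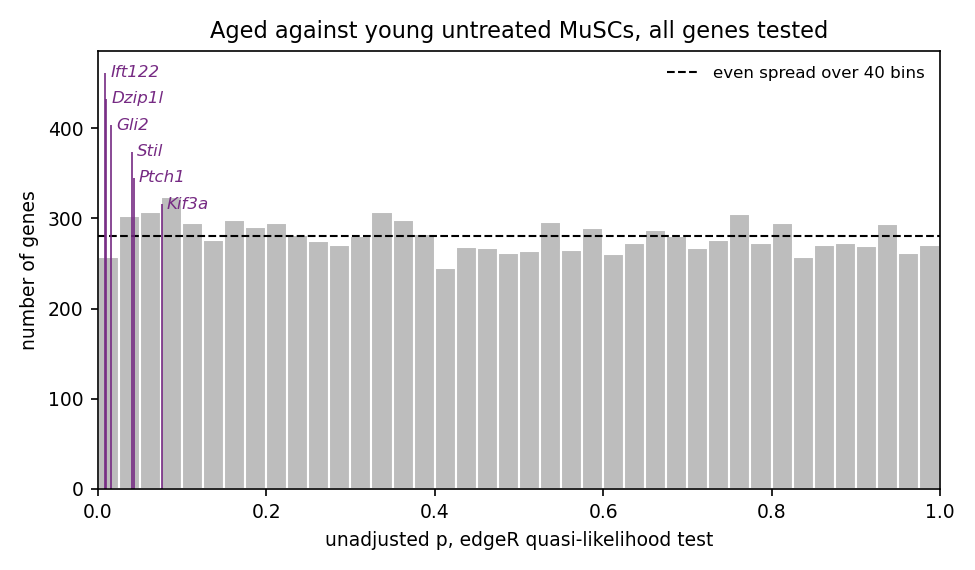
Number of genes by unadjusted p (40 bins) from edgeR's quasi-likelihood test of aged against young untreated MuSCs, with the 6 genes of Fig. 4c marked by vertical lines. The bins hold between 245 and 324 genes, around the 280.3 of an even spread (dashed line), and the bin nearest 0 holds 257.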

In an injury time course, increased *Ptch1* expression was observed at the uninjured and at 1, 3 and 16 days post-injury in aged compared to young mice, while *Ptch1* expression was transiently induced in young mice only in response to injury (Fig. 4e, Supplementary Fig. 4c). *Gli2*, which is transiently upregulated at day 3 post-injury in young, exhibits decreased expression in aged compared to young at this timepoint (Fig. 4f, Supplementary Fig. 4d). These data demonstrate that aged MuSCs have a cell-intrinsic ciliation defect, which likely results in a blunted response to Hh signaling in aged MuSCs.

**Fig. 4:**
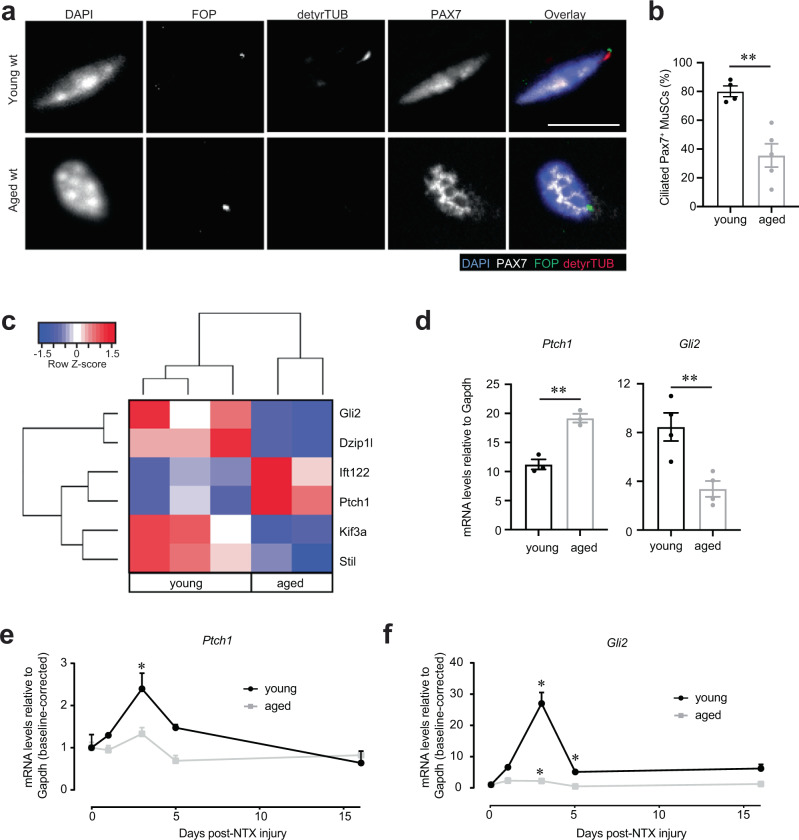
Aged MuSCs present decreased ciliation and Hedgehog signaling. **a** Representative confocal images of uninjured/resting EDL myofibers of young (2 months) and aged (>24 months) C57BL/6 wild-type (wt) mice showing cilia immunostaining in Pax7^+^ MuSCs. Scale bars: 10 μm. DAPI, blue; PAX7, white; FOP, green; detyrosinated tubulin, red. **b** Percent of ciliated Pax7+ MuSCs quantified from isolated myofibers (*n* = 58 myofibers total per age group isolated from *n* = 4 young and *n* = 5 aged mice, average percent of ciliated MuSCs per mouse is shown). **c** Heat map of differentially expressed Hh pathway genes in young and aged MuSCs. **d** Expression of the negative regulator of Hh signaling, *Ptch1*, is increased in aged MuSCs, while the target gene *Gli2* is decreased in aged MuSCs compared to young as determined by qPCR analysis (*n* = 4 mice per age group). **e**, **f** Expression of *Ptch1* (**e**) and *Gli2* transcription factor (**f**) after *Tibialis anterior* (TA) muscle injury (notexin) (*n* = 3–7 mice per timepoint and age group, individual data points in Supplementary Fig. 4c, d). *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 0.0001. Mann–Whitney test (**b**, **d**). ANOVA test for group comparisons and significant difference for each timepoint relative to Day 0 by Fisher’s LSD test (**e, f**). Source data are provided as a Source Data file. Means+s.e.m.

### SMO agonist (SAG1.3) promotes young and aged MuSC proliferation and function

Aged MuSCs are known to have reduced proliferative capacity, which correlates with reduced regeneration of muscle post-injury. To assess if Hh stimulation in the remaining ~30% of ciliated aged MuSCs suffices to improve muscle regeneration in the aged, we treated isolated MuSCs from aged mice with SAG1.3. This resulted in a significant increase in proliferation (Fig. 5a). To confirm this finding, we treated aged MuSCs with other known agonists of SMO, including small molecules (purmorphamine and GSA-10)^36^, the glucocorticoid fluticasone^38^, and the Sonic-Hedgehog (Shh) ligand which activates signaling by binding PTCH1 and derepressing SMO^39^. We found that each of the SMO agonists we tested significantly enhanced aged MuSC proliferation (Fig. 5b). Moreover, we validated that SAG1.3 treatment of aged MuSCs increased expression of the downstream Hh target *Gli2* (Fig. 5c).

**Fig. 5:**
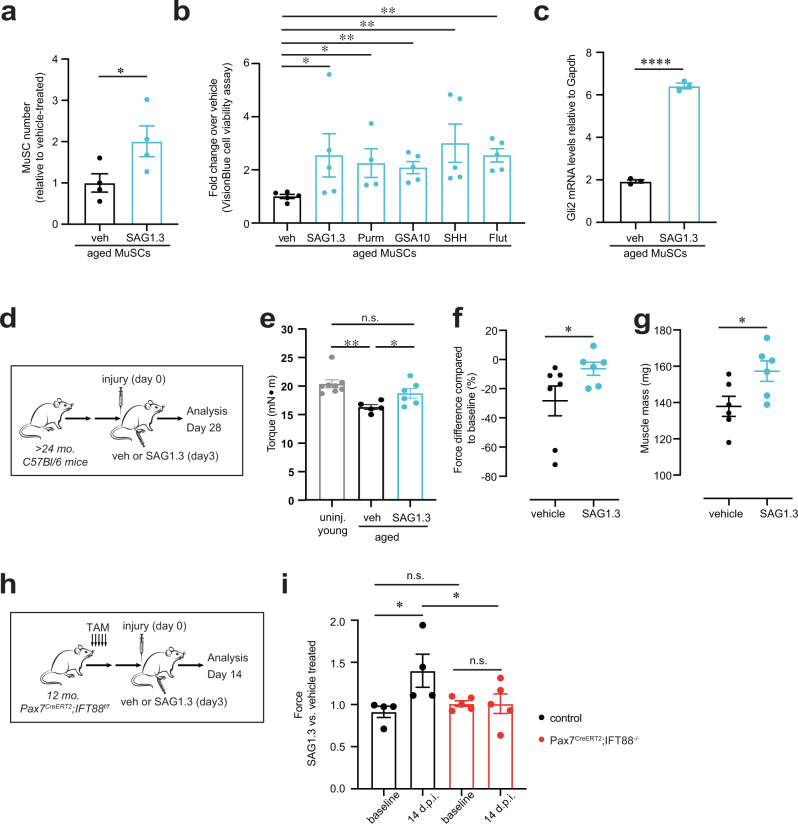
SMO agonist promotes MuSC proliferation and function in aged MuSCs. **a** Proliferation of aged MuSCs (>24 mo) treated with vehicle (veh) or SAG1.3 (50 nM), shown as fold change normalized to vehicle treated (*n* = 4 mice per condition, each with 3 technical replicates). **b** Proliferation of aged MuSCs treated with SMO agonist, shown as fold change normalized to vehicle treated (50 nM SAG1.3; 1 µM Purm, Purmorphamine; 0.1 µg/ml SHH, Sonic-Hedgehog; 1 µM GSA-10; 25 nM; Flut, Fluticasone) (*n* = 5 technical replicates per condition). **c** Expression levels of SMO downstream target *Gli2* in MuSCs 24 h after vehicle or SAG treatment (*n* = 3 mice per condition). **d**–**g** Aged (>24 months) mice were injected with vehicle or SAG post-notexin injury and muscle regeneration was analyzed 4 weeks later as force recovery. **d** Experimental scheme. **e** Plantar flexion tetanic torque (absolute values) (*n* = 6 mice per condition). **f** Plantar flexion tetanic torque relative to baseline (*n* = 6 mice per condition). (**g**) *Gastrocnemius* muscle mass (*n* = 6 mice per condition). **h**, **i)** Aged control Pax7^CreERT2^;IFT88^f/f^ (control, corn oil) and Pax7^CreERT2^;IFT88^−/−^ (IFT88^−/−^, tamoxifen) mice treated with vehicle or SAG1.3 post-notexin injury and muscle regeneration was analyzed 14 days later. **h** Experimental scheme. **i** Force measurement was normalized to contralateral leg injected with vehicle. Normalized force is shown at baseline (prior to treatment) and 14 days post-injury (d.p.i) (*n* = 4 control and *n* = 5 IFT88^−/−^ mice). *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 0.0001. Paired *t* test compared to vehicle treated (**a**, **b)**. Mann–Whitney test (**c**, **f**, **g**). ANOVA test with Fisher’s LSD for multiple comparisons **(e**, **i)**. Source data are provided as a Source Data file. Means + s.e.m n.s., non-significant. uninj., uninjured.

To determine if SAG1.3 injection could enhance the function of endogenous aged MuSCs juxtaposed to myofibers in muscle tissue, we injected SAG1.3 into the *Gastrocnemius* (GA) muscles post-injury. Notably, we observed a significant increase in the absolute strength, strength of each mouse relative to its baseline strength, and muscle mass of SAG1.3-treated aged muscles post-injury (Fig. 5d–g). Remarkably, the absolute strength of SAG1.3-treated aged muscles post-injury was similar to that of uninjured, young muscle (Fig. 5e). Since other ciliated cells such as fibroadipogenic progenitors (FAPs) are known to play a role in muscle regeneration^40–42^, we tested the specificity of SAG1.3 treatment for MuSCs in vivo post-injury. We injected the GA muscles of Pax7^CreERT2^; IFT88^f/f^ (control) or Pax7^CreERT2^; IFT88^−/−^ mice with SAG1.3 or vehicle post-injury (Fig. 5h). We found SAG1.3 increased strength only in control mice, but not in Pax7^CreERT2^;IFT88^−/−^ in which cilia were specifically ablated on MuSCs, confirming that SAG1.3 enhances muscle regeneration in vivo by promoting MuSC proliferation in a cilia-dependent manner (Fig. 5i). These studies show that pharmacological stimulation of ciliary Hedgehog signaling in aged MuSCs significantly enhances recovery of muscle mass and strength post-injury.

## Discussion

Primary cilia are cellular protrusions found on most mammalian cells that serve as sensory organelles that detect diverse signals such as light, growth factors, and morphogens^43^. Perturbation of ciliary proteins in all ciliated cell types leads to a broad range of genetic disorders known as “ciliopathies”, which can affect numerous cell types and tissues. Hypotonia and muscle flaccidity is one common clinical manifestation, for example in Joubert Syndrome. This is at least in part a consequence of disrupted motor coordination^44^. Here, we uncover a distinct role for primary cilia on MuSCs in mediating the Hedgehog signaling pathway to promote muscle regeneration in vivo (Fig. 6). Additionally, we provide novel evidence of the profound role of this pathway in muscle regenerative function in aging.

**Fig. 6:**
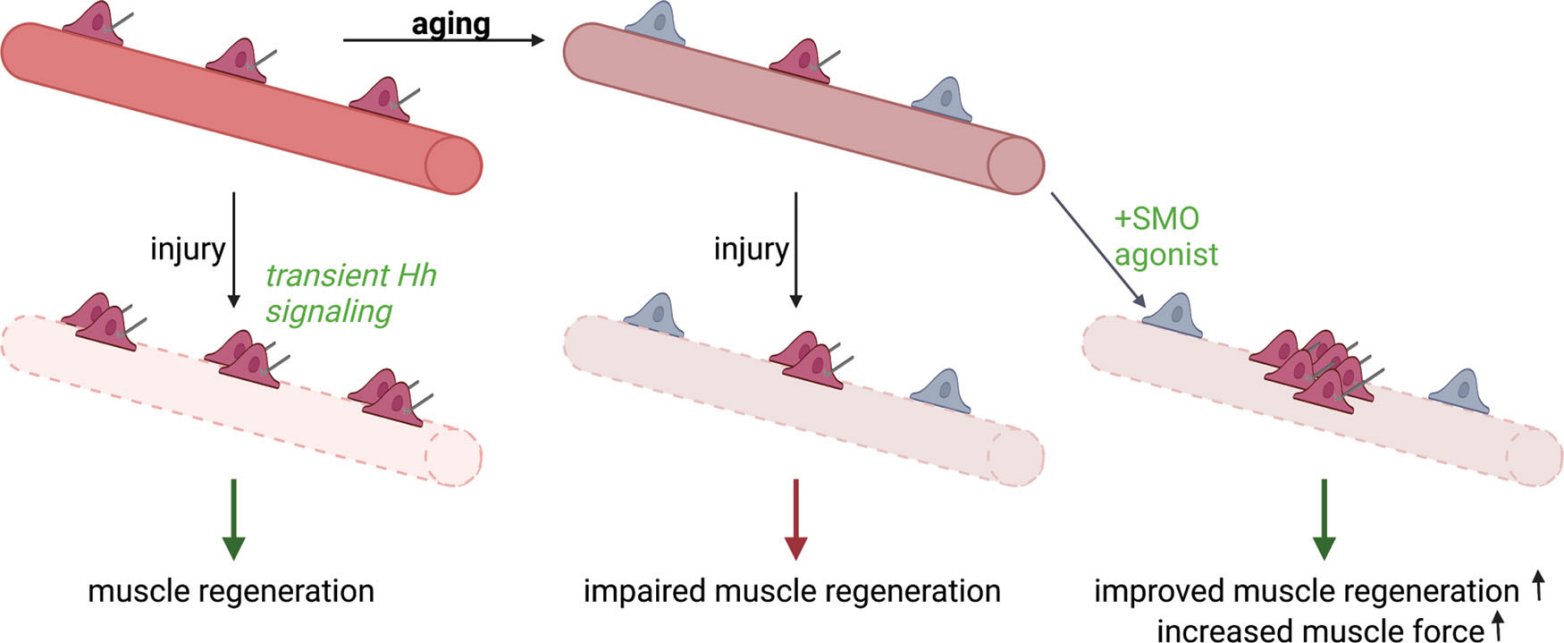
Scheme of primary cilia function in muscle regeneration. Notexin-induced muscle injury induces transient Hedgehog signaling in MuSCs, which results in MuSC expansion, a critical step in muscle regeneration. The primary cilium is lost in a significant fraction of aged MuSCs, and exogenous activation of Hedgehog signaling increases muscle force in aged. Created with BioRender.com.

There is a paucity of information regarding the significance of ciliation in age-related diseases. Here, we demonstrate that an absence of ciliation is a cell-intrinsic change in aged MuSCs that diminishes their function. We propose that loss of cilia contributes to a reduction in muscle regenerative capacity with aging. We note that the age-dependent loss in ciliation is not complete, but instead resembles the effect on MuSC ciliation of heterozygous deletion of IFT88 in young adult mice. MuSC primary cilia appear to be highly sensitive to changes in levels of ciliary protein expression and thus particularly susceptible to aging-related changes. We show that the decrease in ciliation in aged MuSCs results in impairment of Hh signaling, suggesting an important role for Hh in muscle regeneration. Although there is limited in vivo evidence for the role of Hh signaling in muscle regeneration, previous studies have shown that SMO inhibition by cyclopamine treatment of injured muscles results in muscle fibrosis and increased inflammation^45^. Additionally, in the context of aging, transduction of a *Shh*-expressing vector was shown to boost muscle repair to levels comparable to those found in much younger mice^46^. Smoothened has been targeted for different therapeutic indications, including agonists (SAG, GSA-10) and antagonists for the treatment of basal cell carcinoma^36^. Here, we provide a link between Hh signaling and ciliation in MuSCs and show that Hh signaling is important for the regenerative capacity of muscle in vivo. Furthermore, treatment with a small molecule that restores Hh signaling in aged MuSCs improves endogenous stem cell function and significantly augments muscle regenerative capacity after injury of aged muscles (Fig. 6). Although activation of Hh signaling can increase tumorigenesis (including medulloblastoma and basal cell carcinomas)^47^, these undesired effects may be circumvented by the transient, localized nature of the SMO agonist treatment which we show can robustly enhance MuSC expansion leading to increased muscle strength after injury in aged mice.

Here, we demonstrate that disruption of cilia is an intrinsic change in aged MuSCs that impedes their function in regeneration. In the absence of ciliary Hh signaling, the repair of muscle damage by endogenous or transplanted MuSCs is hindered, and strength is not restored after injury. The aged niche and extrinsic factors within the microenvironment may also play a role, and experiments designed to determine the cell source and identity of the endogenous Hh signals in muscle after injury are clearly warranted. Desert Hh (DHH) has been reported to be expressed by Schwann cells post-cardiotoxin injury^41^. Since loss of neuromuscular junctions (NMJ) plays a prominent role in the decline in muscle function with aging^48^, it is possible that impairment of Schwann cells contributes to a loss of Hh signaling and the observed decline in MuSC function with aging. Further, we show that there are notable differences in how *Ptch1* and *Gli2* expression changes with aging, such that the basal (uninjured) levels of *Ptch1* are increased in aged MuSCs, while *Gli2* expression is decreased. There are a number of potential explanations for this divergent response, including de-repression of Hh signaling in the absence of ciliation and the presence of *Ptch1* activators that are non-responsive to Hh^49^. Regardless of these differences in basal *Ptch1* and *Gli2* expression in aged MuSCs, the Hh signaling response is dramatically blunted in aged muscle in response to injury.

Mesenchymal stem and progenitor cells are broadly ciliated and play an important role in maintaining stem cell fate by regulating lineage specification, proliferation, and differentiation^50–52^. For example, in adipose tissue, preadipocytes are ciliated and their ablation leads to severe defects in white adipose tissue expansion^25,53^. Cilia also play a critical role in cartilage and bone development^54^. In skeletal muscle, although the function of cilia on MuSCs was not previously discerned in vivo, the presence of cilia was shown in another progenitor population, fibroadipogenic progenitors, and shown to play an important role in regulating its adipogenic fate in the context of injury and in a model of Duchenne Muscular Dystrophy^41^. Thus, ciliation of multiple progenitor cell populations may be critical to tissue homeostasis and function.

Many signaling pathways are known to be mediated by the primary cilium. Here, we implicate one of the well-studied functions of primary cilia, transduction of Hh signaling, in muscle stem cell function. Additional ciliary signaling pathways may also play a role in muscle regeneration. These include pathways activated in response to inflammation, since inflammatory signaling plays a critical role in almost all stages of muscle regeneration^32,55,56^ and is known to be transduced by the primary cilium in other cell contexts^57,58^. Additionally, since primary cilia are sensory organelles, they could sense chemotactic cues and direct migration of MuSCs to sites of injury to promote regeneration as seen with other mesenchymal stem cells^59^. Upon activation, MuSCs are known to migrate to regenerate injured areas^60^, and cilia may well play an essential role in sensing key chemotactic cues. Our observation that loss of ciliation in MuSCs results in a severe dysregulation of calcium and G protein-coupled signaling is consistent with the MuSC primary cilium mediating a multitude of signaling pathways. Indeed, how the primary cilium senses and integrates multiple signaling pathways into ciliary effector proteins to coordinate the initiation of myogenesis during development remains an intriguing question^12^. Notably, ciliogenesis has been linked to planar cell polarity non-canonical Wnt signaling^61^. Since Wnt signaling in MuSCs has been shown to control quiescence via the planar cell polarity pathway^62^ and its dysregulation in aging muscles alters MuSC function^10^, loss of primary cilia may well underlie the loss of non-canonical Wnt signaling. Our data underscore the profound functional importance of the primary cilium in Hedgehog signaling in MuSCs during the regeneration of damaged tissue. These findings provide fresh insights into the etiology of signaling dysfunction in aging and a potential therapeutic strategy to augment aged muscle regeneration.

## Methods

### Mice

All experiments and protocols were performed in compliance with the institutional guidelines of Stanford University and Administrative Panel on Laboratory Animal Care (APLAC). The laboratory animal care program at Stanford University is accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care (AAALAC International). Animals were group housed on a 12-h:12-h light:dark cycle and regulated temperature (68–79 °F) and humidity levels (30–70%) in the Stanford University’s Veterinary Service Center (VSC) and fed with food and water ad libitum. All studies were conducted in accordance with the GSK Policy on the Care, Welfare and Treatment of Laboratory Animals and were reviewed the Institutional Animal Care and Use Committee either at GSK or by the ethical review process at the institution where the work was performed. Aged (>24 mo.) and young (2–4 mo.) C57BL/6 mice were obtained from Jackson Laboratory. Mouse transgenic strains were purchased from Jackson Laboratory (NOD-SCID No. 005557; *Pax7*^*CreERT2*^ No. 017763; *IFT88*^*flox/flox*^ *No*. 022409; *Rosa26-LSL-Luc* No. 005125; *IFT88*^*flox/flox*^ No. 022409; and *Centrin2-eGFP; Arl13b-mCherry* No. 027967^24^). Double-transgenic *Pax7*^*CreERT2*^*;Rosa26-LSL-Luc* were generated as described previously^32^. Double-transgenic *Pax7*^*CreERT2*^*;IFT88*^*flox/flox*^ (*IFT88*^*f/f*^) were generated by crossing *Pax7*^*CreERT2*^ mice obtained from Jackson Laboratory^63^ and *IFT88*^*f/f*^ obtained from Jackson Laboratory^26^. For *Pax7*^*CreERT2*^*;Rosa26-LSL-Luc* and *Pax7*^*CreERT2*^*;IFT88*^*flox/flox*^ (*IFT88*^*f/f*^) mice experiments, we treated 8-week-old or 12-month-old male mice with five consecutive daily intraperitoneal injections of tamoxifen (50 mg/kg; Sigma Aldrich, catalog # 10540-29-1) and performed intramuscular notexin injury one week after the last tamoxifen injection. We validated these genotypes by appropriate PCR-based strategies.

### Muscle stem cell isolation

We isolated and enriched muscle stem cells as previously described (Supplementary Fig. 5)^6,31–33^. Briefly, hindlimb muscles were minced and digested using a collagenase type 2 (Worthington Biochemical, catalog # LS004177) and dispase II (Thermo Fisher Scientific, catalog # 17105041) solution by the gentleMACs Octo Dissociator (Miltenyi). Subsequently, single cells were depleted for hematopoietic lineage expressing and non-muscle cells (CD45^−^/CD11b^−^/Sca1^−^/CD31^−^) (Biotin anti-CD45, BD Biosciences catalog # 553078, clone 30F11, 1:500 dilution; Biotin anti-CD11b, BD Biosciences, catalog # 553309, clone M1/70, 1:200 dilution, Biotin anti-Sca1 (Ly-6A/E), BD Biosciences catalog # 553334, clone E13-161.7, 1:200 dilution and Biotin anti-CD31, eBioscience catalog # 13-0311-82, clone 390, 1:200 dilution) using a magnetic bead column (Streptavidin MicroBeads, Miltenyi Biotec, catalog # 130-048-101). The remaining Lin^-^ cell mixture was then subjected to FACS analysis to sort for MuSCs co-expressing CD34 (Anti-Mouse CD34 eFluor 660, clone RAM34, 1:67 dilution, eBioscience, catalog # 50-0341-82) and Integrin-α7 (Anti-Integrin alpha 7 antibody conjugated to phycoerythrin (PE), clone R2F2, 1:200 dilution, Ablab, catalog # 10ST215) markers and negative for Lin (Streptavidin-APC-Cy7, 1:200 dilution, BD Biosciences, catalog # 554063). We generated and analyzed flow cytometry scatter plots using FlowJo v10.0.

### Muscle stem cell transplantation

We co-injected 250 GFP/luc IFT88^−/−^ or control MuSCs into the *tibialis anterior* (TA) muscles of recipient NOD-SCID mice as previously described^6,31–33^. GFP/luc IFT88^−/−^ or control MuSCs were obtained by isolating MuSCs from IFT88^−/−^ or control mice (2–4 mo.) post-tamoxifen injection and transducing with a luc-IRES-GFP lentivirus (GFP/luc virus) on day 1 of culture for a period of 24 hr before transplantation (see below “Cell culture” section for details). We compared cells from different conditions by transplantation into the TA muscles of contralateral legs in the same mice. Four weeks after transplantation, mice were euthanized, and the TAs were collected for analysis.

### Bioluminescence imaging

We performed bioluminescence imaging (BLI) using a IVIS Spectrum system (Perkin Elmer), as previously described^6,31–33^. Briefly, we anesthetized mice using isofluorane inhalation and administered 120 μL D-luciferin (0.1 mmol kg^−1^, reconstituted in PBS; Caliper LifeSciences) by intraperitoneal injection. We acquired BLI using a 60 s exposure at F-stop=1.0 at 5 min after luciferin injection. Digital images were recorded and analyzed using Living Image software (Perkin Elmer). We analyzed images with a consistent region-of-interest (ROI) placed over each hindlimb to calculate a bioluminescence signal. We calculated a bioluminescence signal in radiance (p s^−1^ cm^−2^ sr^−1^) value of 10^4^ to define an engraftment threshold. This radiance threshold of 10^4^ is approximately equivalent to the total flux threshold in p/s reported previously. This BLI threshold corresponds to the histological detection of one or more GFP + myofibers^6,31–33^. We performed BLI imaging every week after transplantation.

### Muscle injury

We used an injury model entailing intramuscular injection of 20 or 40 μl of notexin (10 μg ml^−1^; Latoxan, catalog# L8104) into the TA muscle or GA muscle respectively. Notexin is a phospholipase A2 neurotoxin peptide extracted from snake venom that acts as a myotoxin upon intramuscular injection. It promotes myofiber necrosis which promotes muscle stem cell activation and proliferation to regenerate the injured muscle^64^. When indicated, 3 days after injury SAG (175 µg/kg, Tocris, catalog # 4366) or vehicle control (PBS) was injected into the GA muscle as previously described^41^. We collected tissues at times indicated for analysis.

For *Pax7*^*CreERT2*^*; Rosa26-LSL-Luc* mice experiments, we treated mice with five consecutive daily intraperitoneal injections of tamoxifen to activate luciferase expression under the control of the *Pax7* promoter. A week after the last tamoxifen injection, mice were subjected to intramuscular injection of notexin, which we designated as day 0 of the assay. Three days later either SAG (175 µg/kg, Tocris, catalog # 4366) or vehicle control (PBS) was injected into the TA or GA muscle. Bioluminescence was assayed at days 3, 7, 10, and 14 post-injury.

### Immunofluorescence staining and imaging

We collected and prepared recipient TA muscle tissues for histology as previously described^32^. We fixed transverse sections from muscles using 4% PFA, blocked and permeabilized using PBS/1% BSA/0.1% Triton X-100 and incubated with anti-LAMININ (Millipore, clone A5, catalog # 05-206, 1:200) and then with AlexaFluor secondary Antibodies (Jackson ImmunoResearch Laboratories, 1:200) or wheat germ agglutinin-Alexa 647 conjugate (WGA, Thermo Fisher Scientific). We counterstained nuclei with DAPI (Invitrogen).

For myofibers and MuSCs, we performed fixation using 4% PFA, blocking and permeabilization using PBS/1% BSA/0.1% Triton X-100 and staining with primary antibodies anti-detyrosinated tubulin (abcam, catalog # ab48389, 1:100), anti-IFT88 (ProteinTech, catalog # 13967-1-ap, 1:500), anti-PAX7 (Santa Cruz Biotechnology, catalog # sc-81648, 1:50), anti-FOP (Abnova, catalog #H00011116-M01, clone 2B1, 1:1000), anti-MyHC (clone MF20, Thermo Fisher Scientific, catalog # 14-6503-82, 1:500) and then with AlexaFluor secondary Antibodies (Jackson ImmunoResearch Laboratories, 1:500). We counterstained nuclei with DAPI (Invitrogen).

Confocal images of myofibers were acquired on a Marianas spinning disk confocal (SDC) microscopy (Intelligent Imaging Innovations) with a ×40/0.9 N.A. objective to capture multiple consecutive focal planes. Muscle transverse sections images were acquired on a KEYENCE BZ-X700 all-in-one fluorescence microscope (Keyence) with ×20/0.75 N.A. objectives. We analyzed the myofiber cross-sectional area using the Keyence Software that identified the fibers and segmented the fibers in the image to analyze the area of each fiber. For fiber area at least 10 fields of LAMININ-stained myofiber cross-sections encompassing over 400 myofibers were captured for each mouse. For percent ciliation and cilia length, we analyzed young and aged MuSCs on at least 30 myofibers isolated from 5 independent mice using Intelligent Imaging Innovations software and the measurement tool. Data analyses were blinded. The researchers performing the imaging acquisition and scoring were unaware of conditions given to sample groups analyzed.

### Hydrogel fabrication

We used polyethylene glycol (PEG) hydrogels from PEG precursors, synthesized as described previously^31^. Briefly, we produced 12-kPa (Young’s modulus) hydrogels in 1 mm thickness functionalized with laminin to cover the surface area of 12-well or 24-well culture plates.

### Myofiber isolation and culture

EDL myofibers were isolated as previously described^65^. Briefly, the extensor digitorum longus (EDL) muscle was dissected and digested in 0.2% Collagenase type B (catalog # 11088831001, Roche) in DMEM at 37 °C for 1 h. Single myofibers were isolated by triturating the digested EDL muscle with polished Pasteur pipettes and then fixed with PFA 4%.

### Cell culture

Following FACs isolation, we resuspended MuSCs in myogenic cell culture medium containing DMEM/F10 (50:50), 15% FBS, 2.5 ng ml^−1^ fibroblast growth factor-2 and 1% penicillin-streptomycin. We added the indicated doses (see respective Figure legends) 50 nM of SAG1.3 (Cayman Chemical Company, catalog # 11914), 1 µM of GSA-10 (Sigma-Aldrich, catalog # SML1171), 25 nM of Fluticasone (Sigma-Aldrich, catalog # F9428), 5 µM of Cyclopamine (STEMCELL Technologies, catalog #72072), 1 µM Purmorphamine (Selleck Chemical, catalog # S3042), 100 nM of Vismodegib (Selleck Chemicals, catalog # S1082) or 0.1 µg/ml SHH (R&D Systems, catalog # 461-SH-025) to MuSCs cultured on collagen coated dishes for the first 24 h. The cells were then trypsinized and cells reseeded onto hydrogels for an additional 6 days of culture. All treatments were compared to their solvent (DMSO) vehicle control.

For IFT88^−/−^ MuSCs transplant studies, we infected MuSCs with lentivirus encoding elongation factor-1α promoter-driven luc-IRES-GFP (GFP/luc virus) for 24 h in culture as described previously^6^. Cells were assayed for GFP 48 h post-infection using an inverted fluorescence microscope (Carl Zeiss Microimaging).

### Proliferation assays

To assay proliferation, we seeded MuSCs on flat hydrogels at a density of 500 cells per cm^2^ surface area. We counted cell number using a hemocytometer. We collected cells at indicated timepoints by incubation with 0.5% trypsin in PBS for 5 min at 37 °C and quantified them using a hemocytometer at least 3 times. Additionally, we used the VisionBlue Quick Cell Viability Fluorometric Assay Kit (BioVision, catalog # K303) as a readout for cell growth in culture. Briefly, we incubated MuSCs with 10% VisionBlue in culture medium for 4 h, and measured fluorescence intensity on a fluorescence plate reader (Infinite M1000 PRO, Tecan) at Ex= 530–570 nm, Em=590-620 nm. Data analyses were blinded, where researchers performing cell scoring were unaware of the treatment condition given to sample groups analyzed.

### Dose curve on MuSC proliferation

To assess MuSC proliferation with different drug doses, we seeded 400 MuSCs isolated from young mice (2–4 mo.) on collagen coated 96 well plates in myogenic cell culture medium containing DMEM/F10 (50:50), 15% FBS, 2.5 ng ml^−1^ fibroblast growth factor-2 and 1% penicillin-streptomycin. We performed 3-5 replicates per condition plated with 3 doses (1, 100 or 1000 nM). Each plate contained vehicle controls. Small molecules were added at a 2X concentration to achieve the final concentration. To avoid cell-washout effects, we did not change the medium throughout the assay. Proliferation was assayed at 7 days post-plating by using the VisionBlue Quick Cell Viability Fluorometric Assay Kit (BioVision, catalog # K303) as a readout for cell growth in culture. Briefly, we incubated live MuSCs with 10% VisionBlue in culture medium for 4 h, and measured fluorescence intensity on a fluorescence plate reader (Infinite M1000 PRO, Tecan) at Ex= 530–570 nm, Em=590-620 nm. Proliferation was normalized to the average value of vehicle treated for each plate. Data analyses were blinded, where researchers performing cell scoring were unaware of the treatment condition given to sample groups analyzed.

### Quantitative RT-PCR

We isolated RNA from MuSCs using the RNeasy Micro Kit (Qiagen). We reverse-transcribed cDNA from total mRNA from each sample using the SensiFAST™ cDNA Synthesis Kit (Bioline). We subjected cDNA to RT-PCR using TaqMan Assays (Applied Biosystems) or SYBR Greem PCR Master Mix (Applied Biosystems) in an ABI 7900HT Real-Time PCR System (Applied Biosystems). We cycled samples at 95 °C for 10 min and then 40 cycles at 95 °C for 15 s and 60 °C for 1 min. To quantify relative transcript levels, we used 2 − ΔΔCt to compare experimental and control samples and expressed the results relative to *Gapdh*. Raw Ct values for qPCRs are provided in the Source Data file.

TaqMan Assays (Applied Biosystems) were used to quantify *Gli2 (*Thermo Fisher Scientific, Catalog # Mm01293117_m1), *Ptch1* (Thermo Fisher Scientific, Catalog # Mm00436026_m1), *Cep164* (Thermo Fisher Scientific, Catalog # Mm00553106_m1), *Kif3a* (Thermo Fisher Scientific, Catalog # Mm01288585_m1), *Gapdh (*Thermo Fisher Scientific, Catalog # Mm01162710_m1) in samples according to the manufacturer instructions with the TaqMan Universal PCR Master Mix reagent kit (Applied Biosystems). For Taqman qPCR, multiplex qPCR enabled target signals (FAM) to be normalized individually by their internal *Gapdh* signals (VIC).

We analyzed *Mcm9*, *Cdk13* using SYBR Green qPCR. For SYBR Green qPCR we used the following primer sequences: *Mcm9*, forward 5′-CAAGCATCCATGAAGCAATG-3′, reverse 5′-GATGGTGGTCCTTGTGTTCAG-3′; *Cdk13*, forward 5′-AGACGTGGAACCCTCCAAA-3′, reverse 5′-TCATCAGTCATGCCCATCTG-3′; *Gapdh*, forward 5′-TTCACCACCATGGAGAAGGC-3′, reverse 5′-CCCTTTTGGCTCCACCCT-3′.

### Flow cytometry

We assayed EdU as a readout of proliferation for MuSCs after 7 days in culture on hydrogels, after an initial acute (24 hr) treatment of vehicle (DMSO), SAG, or cyclopamine, or of control and IFT88^−/−^ MuSCs. EdU incorporation was assessed using the Click-iT™ EdU Pacific Blue™ Flow Cytometry Assay Kit (Thermo Fisher Scientific, catalog #C10418) according to the manufacturer’s recommendation. Briefly, we incubated MuSCs for 1 h with EdU for a final concentration of 20 μM after 7 days of proliferation on hydrogels. Cells were trypsinized and fixed in 4% PFA/PBS for 15 min at room temperature, followed by 2 rinses in 1%BSA/PBS. Cells were permeabilized in cold methanol for 10 min. Cells were kept in 1%BSA/PBS for 30 min at room temperature, followed by 2 rinses in 1%BSA/PBS. Samples were then incubated in a freshly made Click-iT reaction cocktail for 30 min at room temperature, followed by 1 rinse in 3%BSA/PBS and 1 rinse in PBS. Samples were then incubated in 7AAD in PBS for 30 min at room temperature followed by 1 rinse in PBS. We analyzed the cells on a FACS LSR II cytometer using FACSDiva software (BD Biosciences). Analysis of EdU positive cells was performed using FlowJo Software (BD Biosciences).

### Knockdown using siRNA

Electroporation was performed using a Neon Transfection System (Invitrogen) with ON-TARGETplus pool siRNAs against Cep164 (Cat No. L-057068-01-0005, Dharmacon), Kif3a (Cat No. L-042111-01-0005, Dharmacon) or control non-targeting siRNAs (Cat No. D-001810, Dharmacon) to MuSCs 24 h after isolation. After electroporation, MuSCs were plated and proliferation was assessed 7 days later using a VisionBlue viability fluorescence readout (see *Proliferation assays* section).

### In vivo muscle force measurement

The peak isometric torque (N•mm) of the ankle plantarflexors was assessed as previously described^66,67^. Briefly, the foot of anesthetized mice was placed on a footplate attached to a servomotor (model 300C-LR; Aurora Scientific). Two Pt-Ir electrode needles (Aurora Scientific) were inserted percutaneously over the tibial nerve, just posterior/posterior-medial to the knee. The ankle joint was secured at a 90° angle. The peak isometric torque was achieved by varying the current delivered to the nerve at a frequency of 100 Hz, 0.1-ms square wave pulse, 500 ms stimulation duration. Force frequency data was recorded by stimulating using frequencies ranging from 1 to 150 Hz with 30 s recovery between each measurement. For relative force measurements, force of the same animal was measured before and after treatment, and the percent change was calculated. Force measurement acquisition was blinded where researchers were unaware of the genotype or treatment conditions. Data were collected with the Aurora Scientific Dynamic Muscle Data Acquisition and Analysis Software.

### RNA-Seq

For RNA-seq, Integrin α7+CD34+Lin− MuSCs were isolated as described above. RNA was isolated using Qiagen RNAEasy Micro kit from 5,000–10,000 cells and cDNA generated and amplified using NuGEN Ovation RNA-Seq System v2 kit. Libraries were constructed from cDNA with the TruSEQ RNA Library Preparation Kit v2 (Illumina) and sequenced to 30–40×10^6^ × 75-bp reads per sample on a NextSeq 500 from the Stanford Functional Genomics Facility.

### RNA-Seq analysis

For the RNA-Seq analysis, bcbio-nextgen framework (https://bcbio-nextgen.readthedocs.io/) was used (version: 1.1.8-b): RNA sequences were aligned against the Mus musculus genome (mm10) using STAR^68^. RSEM^69^ or Salmon^70^ was used for calling transcripts and calculating transcripts per million (TPM) values as well as total counts. A counts matrix containing the number of counts for each gene and each sample was obtained. This matrix was analyzed by DESeq to calculate statistical analysis of significance^71^ of genes between samples. Pathway analysis of differentially expressed genes was analyzed using Ingenuity pathway analysis (QIAGEN IPA, https://digitalinsights.qiagen.com/IPA)^72^.

### Statistics

A minimum of three independent experiments (or animals) were used for all assays. Statistical analyses were performed using GraphPad Prism. We used a paired *t* test for experiments where control samples were from the same experiment in vitro. A non-parametric Mann–Whitney test was used to determine the significance difference between control vs experimental or untreated vs treated groups using α=0.05. ANOVA was performed for multiple comparisons with significance level determined using Fisher’s LSD test as indicated in the figure legends. Unless otherwise described, data are shown as the mean ± s.e.m.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

All data are available in the main text or the supplementary materials. The RNAseq data generated in this study have been deposited in Gene Expression Omnibus (GEO) database under accession codes: GSE145297; GSE145312. Correspondence and requests for materials should be addressed to H.M.B. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Primary cilia on muscle stem cells are critical to maintain regenerative capacity and are lost during aging
**Source:** Nat Commun. 2022 Mar 17;13:1439. doi: 10.1038/s41467-022-29150-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Materials for

### **Ciliation of muscle stem cells is critical to maintain regenerative capacity and is lost during aging**

**Adelaida R. Palla<sup>1†</sup>, Keren I. Hilgendorf<sup>2,3†</sup>, Ann V. Yang<sup>1</sup>, Jaclyn P. Kerr<sup>4</sup>, Aaron C. Hinken<sup>4</sup>, Janos Demeter<sup>2</sup>, Peggy Kraft<sup>1</sup>, Nancie A. Mooney<sup>2</sup>, Nora Yucel<sup>1</sup>, David M. Burns<sup>1</sup>, Yu Xin Wang<sup>1</sup>, Peter K. Jackson<sup>2, 5\*</sup> and Helen M. Blau<sup>1\*</sup>**

**This PDF file includes:**

Supplementary Figures 1-5

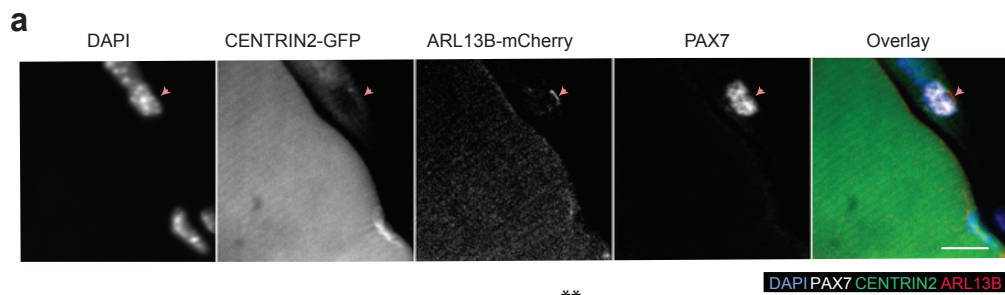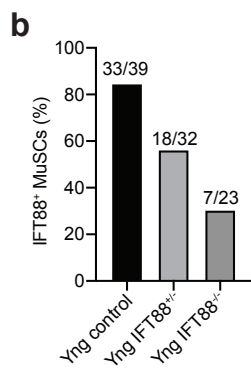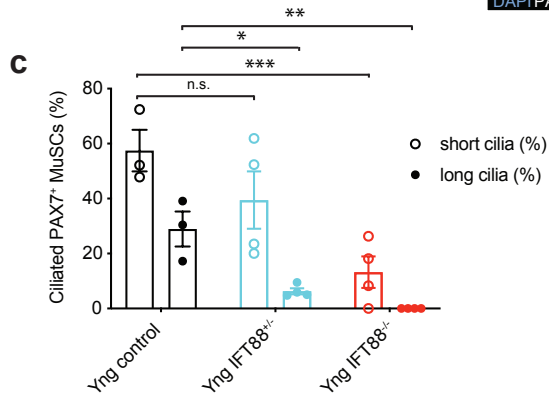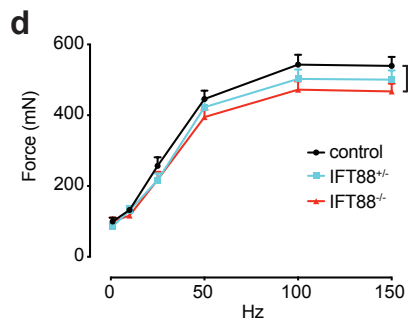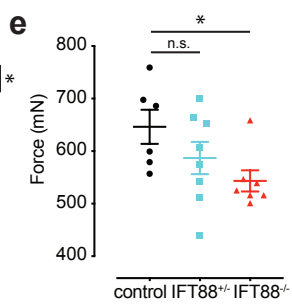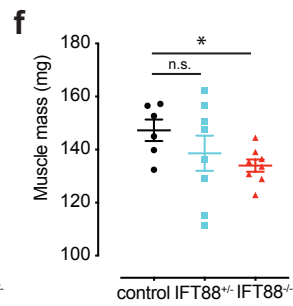

## Supplementary Figure 1. Loss of cilia in MuSCs impairs muscle regeneration and strength recovery

**(a)** Myofibers were isolated from *Extensor digitorum longus* (EDL) muscles from transgenic CENTRIN2-GFP, ARL13B-mCherry mice. PAX7 staining was performed to identify MuSCs. All cells have a centrosome (CENTRIN2-GFP<sup>+</sup>) and ciliated cells are also ARL13B-mCherry<sup>+</sup>. Pink arrowhead indicates the primary cilium on the surface of MuSCs. Scale bars: 10  $\mu$ M. **(b)** Pax7-specific Ift88 conditional knockout mice ( $Pax7^{CreERT2};IFT88^{-/-}$ , IFT88<sup>-/-</sup>), heterozygous mice ( $Pax7^{CreERT2};IFT88^{+/f}$ , IFT88<sup>+/+</sup>) or control littermates ( $Pax7^{CreERT2};IFT88^{+/+}$ , control) were treated with tamoxifen (TAM) at 8 weeks of age. Myofibers were isolated and stained for PAX7, FOP and IFT88. Percent of IFT88<sup>+</sup> cilia on Pax7<sup>+</sup> MuSCs was quantified (n=39 control, n=32 IFT88<sup>+/+</sup> and n=23 IFT88<sup>-/-</sup> myofibers were analyzed). **(c)** Percent of short (<1  $\mu$ M) and long (>1  $\mu$ M) cilia on Pax7<sup>+</sup> MuSCs quantified from isolated myofibers of control, IFT88<sup>+/+</sup> and IFT88<sup>-/-</sup> mice (n=75 control, 79 IFT88<sup>+/+</sup>, 81 IFT88<sup>-/-</sup> total myofibers were analyzed from 3 control and 4 IFT88<sup>+/+</sup> and IFT88<sup>-/-</sup> independent mice; average percent of ciliated MuSCs per mouse is shown). Individual replicates of Fig. 1c. **(d)** Force-frequency curves of control, IFT88<sup>+/+</sup> and IFT88<sup>-/-</sup> mice 2 weeks post-injury. **(e)** Plantar flexion tetanic isometric force of control, IFT88<sup>+/+</sup> and IFT88<sup>-/-</sup> mice on day 14 post-injury (absolute levels). **(f)** Gastrocnemius muscle mass 2 weeks post-injury. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. ANOVA test with Fisher's LSD for multiple comparisons (**c-f**). Source data are provided as a Source Data file. Means+s.e.m. n.s., non-significant.

**a**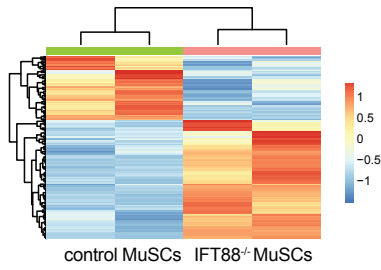**b**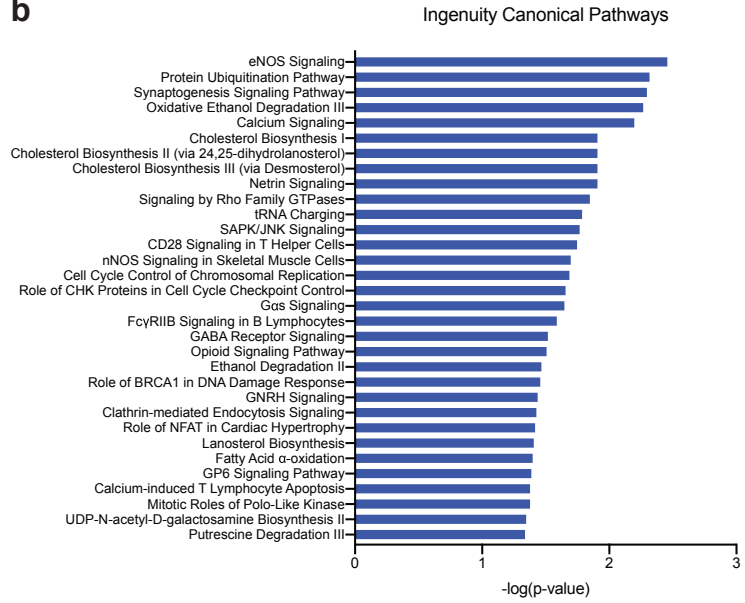**c**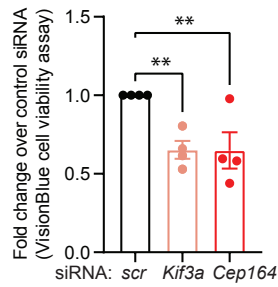**d**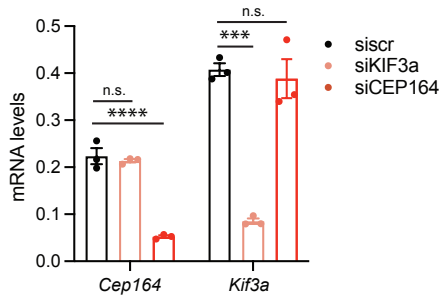**e**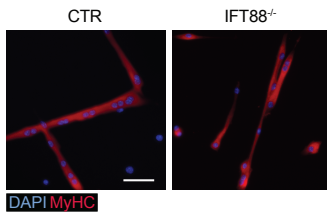**f**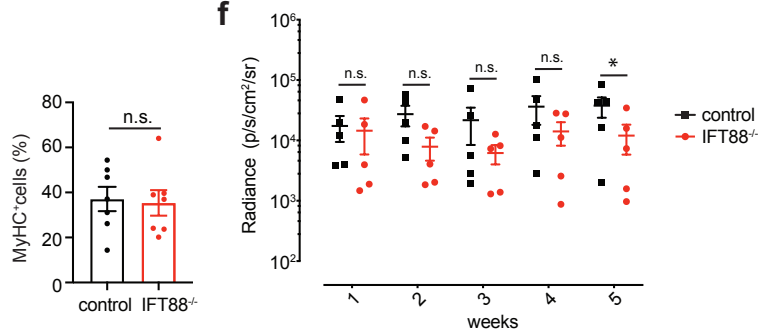

## Supplementary Figure 2. Transcriptome analysis of control and IFT88<sup>-/-</sup> MuSCs

**(a)** Heat map of differentially expressed genes ( $p < 0.1$ ) between control or IFT88<sup>-/-</sup> MuSCs freshly isolated from hindlimb muscles. **(b)** Enriched canonical pathways of the differentially expressed genes in IFT88<sup>-/-</sup> MuSCs indicated by Ingenuity Pathway Analysis (IPA). **(c)** Proliferation of MuSCs electroporated with siRNA targeting ciliary genes *Kif3a*, *Cep164* or control (scrambled, scr), shown as fold change normalized to scr ( $n=4$  independent mice averaged with 3 technical replicates each). **(d)** Gene expression levels of *Cep164* and *Kif3a* with siRNA targeting ciliary genes *Kif3a*, *Cep164* or control (scrambled, scr) ( $n=3$ ). **(e)** Left: Representative images of cultured control and IFT88<sup>-/-</sup> MuSCs after 7 days on collagen-coated plates showing MyHC immunostaining. Scale bars: 50  $\mu$ M. Right: Quantification of MyHC positive control and IFT88<sup>-/-</sup> differentiated MuSCs ( $n=7$  mice per genotype). **(f)** Individual replicates of Fig. 2a. Engraftment of GFP/luc-labeled control and IFT88<sup>-/-</sup> MuSCs. Bioluminescence imaging (BLI) signal post-transplant expressed as average radiance ( $\text{p s}^{-1} \text{ cm}^{-2} \text{ sr}^{-1}$ ) ( $n=5$  replicates per condition). ANOVA test with Fisher's LSD for multiple comparisons **(c,d,f)**; Mann Whitney test **(e)**. \* $P < 0.05$ . Source data are provided as a Source Data file. Means+s.e.m. n.s., non-significant.

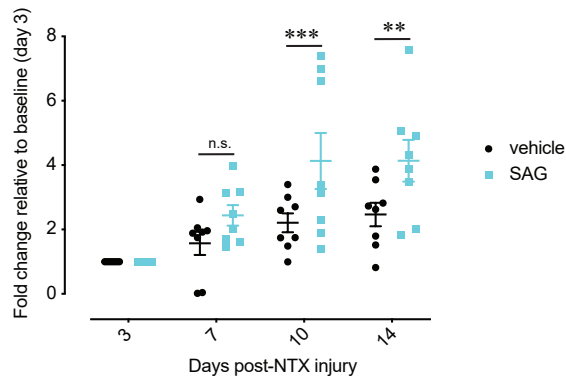

### Supplementary Figure 3. SMO agonist treatment promotes MuSC expansion

Individual replicates of Fig. 3f. Expansion of endogenous MuSCs in Pax7<sup>CreERT2</sup>;Rosa26-LSL-Luc mice treated with tamoxifen (TAM) to label resting MuSCs and assayed by bioluminescence imaging (BLI) post-notexin injury. BLI signal was normalized to day 3 post-injury prior to vehicle or SAG1.3 injection (n = 8 mice per condition). \*\*P<0.01, \*\*\*P<0.001. ANOVA test with Fisher's LSD for multiple comparisons. Source data are provided as a Source Data file. Means±s.e.m. n.s., non-significant.

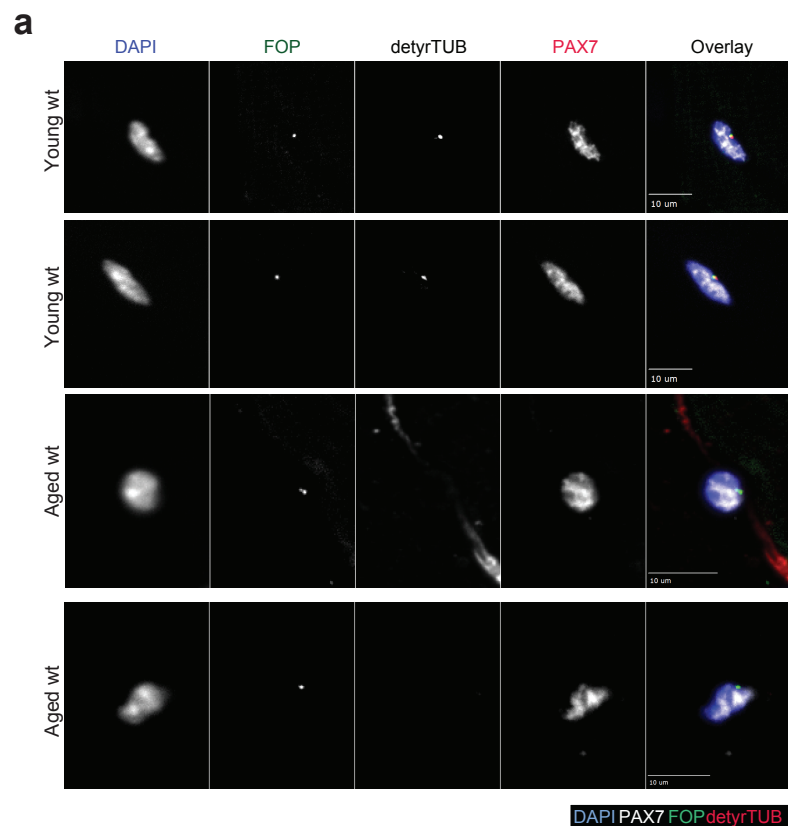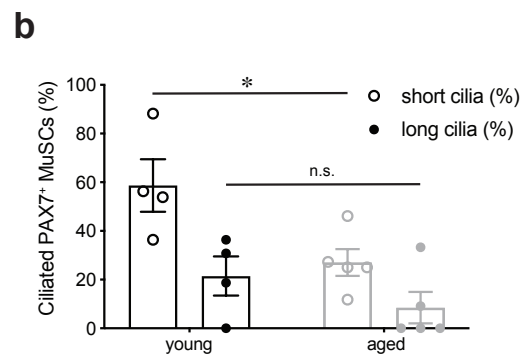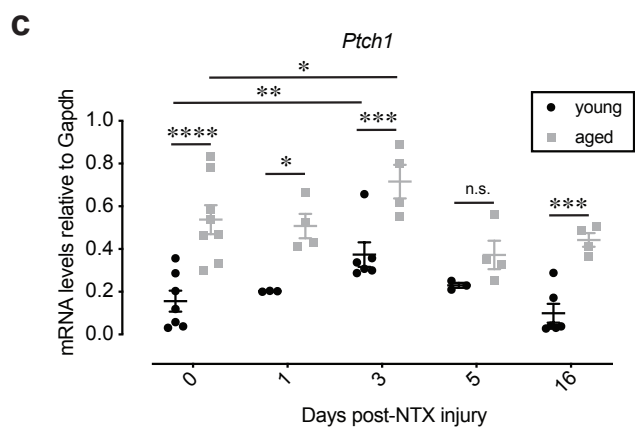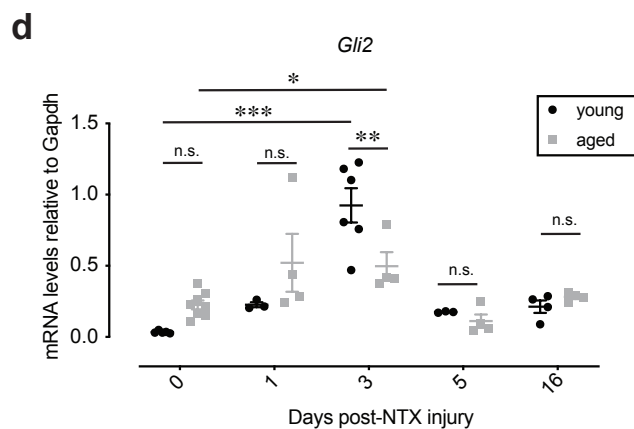

#### **Supplementary Figure 4. Aged MuSCs present decreased ciliation and Hedgehog signaling**

**(a)** Representative confocal images of uninjured/resting *Extensor digitorum longus* (EDL) myofibers of young (2 months) and aged (>24 months) C57BL/6 wild-type (wt) mice showing cilia immunostaining in Pax7<sup>+</sup> MuSCs. Scale bars: 10  $\mu$ m. DAPI, blue; PAX7, white; FOP, green; detyrosinated tubulin, red. **(b)** Percent of short (<1  $\mu$ M) and long (>1  $\mu$ M) cilia on Pax7<sup>+</sup> MuSCs quantified isolated myofibers from young and aged myofibers (n=58 myofibers total per age group isolated from n=4 young and n=5 aged mice, average percent of ciliated MuSCs per mouse is shown). **(c)** Individual replicates for Fig. 4e. Expression of *Ptch1* after *Tibialis anterior* muscle injury. n=3-7 mice per timepoint. **(d)** Individual replicates for Fig. 4f. Expression of *Gli2* after *Tibialis anterior* muscle injury. n=3-7 mice per timepoint. ANOVA test with Fisher's LSD for multiple comparisons **(b-d)**. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 \*\*\*\*P<0.0001. Source data are provided as a Source Data file. Mean + SEM. n.s., non-significant.

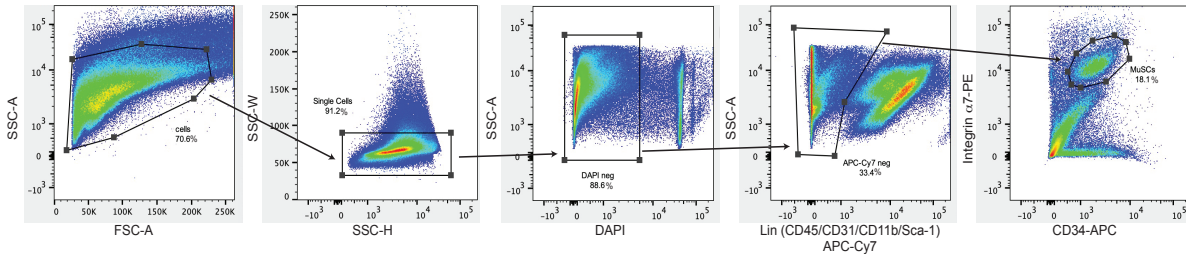

### Supplementary Figure 5. Muscle Stem Cell Sorting Strategy

Compensation was performed due to overlap between APC and APC-Cy7. SSC and FSC were gated for small cells. Cells were gated for DAPI negative, Lin-APC-Cy7 negative (CD31, SCA1, CD45, CD11B), a7-PE positive, and CD34-APC positive.

# Supplementary material for: Primary cilia on muscle stem cells are critical to maintain regenerative capacity and are lost during aging
**Source:** Nat Commun. 2022 Mar 17;13:1439. doi: 10.1038/s41467-022-29150-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Muscle force measurements were acquired using the DMC software (Aurora Scientific). Confocal images of myofibers were acquired using the Image Acquisition Software SlideBook 6.0 (3i). VisionBlue was acquired with the fluorescence plate reader (Infinite M1000 PRO, Tecan) using the Magellan software (Tecan). Bioluminescent images from mice were acquired using the Living Image software (Perkin Elmer). RNAseq was performed using the NextSeq 550 (Illumina) and Illumina Casava1.7 software was used for basecalling. Muscle transverse sections images were acquired on a Keyence BZ-X700 all-in-one fluorescence microscope (Keyence) with the Keyence Image Acquisition Software BX-H3XD (Keyence). FACS data collected with the FACSDiva software (BD Biosciences). qPCR data was acquired using the Applied Biosystems 7900HT Real-Time PCR System Software (Thermo Fisher Scientific).                                                                                                                                                                               |
| Data analysis   | Bioluminescent images were analyzed using the Living Image software (Perkin Elmer). Muscle force measurements were analyzed using the DMA software (Aurora Scientific). Muscle transverse section images were analyzed using the BZ-H3AE Analysis Software (Keyence) to segment the fibers in the image to analyze the area of each fiber. RNA-Seq analysis used the following softwares: bcbio-nextgen framework ( <a href="https://bcbio-nextgen.readthedocs.io/">https://bcbio-nextgen.readthedocs.io/</a> ) (version: 1.1.8-b) was used, RNA sequences were aligned against the Mus musculus genome (mm10) using STAR. RSEM or Salmon was used for calling transcripts and calculating transcripts per million (TPM) values as well as total counts. DESeq was used to calculate statistical analysis of significance of genes between samples. Quantification and length of the primary cilium of immunofluorescent images were analyzed using ImageJ. FACS data were analyzed with FlowJo software (FlowJo v10.0, BD). Statistical analyses were performed using GraphPad Prism. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data used in this study are available in the Gene Expression Omnibus database under the accession codes GSE145297 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145297>]; GSE145312 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145312>]. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to determine the sample size. The sample size was chosen based on historical data or similar published studies. Please see: Sacco et al., 2008, Cosgrove et al., 2014 and Ho et al., 2017.                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data exclusions | Mice that developed dermatitis throughout the treatment period or with visible tumors observed at the endpoint necropsy were excluded from the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | A minimum of three independent experiments (or animals) were used for all assays. The exact number of replicates in groups or independent experiments is mentioned in the figure legends or methods sections.                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | When mice were allocated to their experimental groups comparing their genotype or age group, there was no randomization. Animals of the same genotype or age group were randomly allocated to either treated or non-treated groups.                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | For imaging acquisition, data analyses were blinded. The researchers performing the imaging acquisition and scoring were unaware of conditions given to sample groups analyzed. The genotype or treatment was decoded after acquisition and analysis.<br><br>For in vivo force measurements and bioluminescence imaging acquisition and analysis, investigators were blinded to the genotype and/or treatment conditions.<br><br>For cell culture and sorting studies (proliferation assays, qPCR, sequencing and flow cytometry) were not blinded but carried out using standard procedures that should not cause biased results. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Biotin anti-CD45: BD Biosciences, clone 30F11, catalog # 553078</p> <p>Biotin anti-CD11b: BD Biosciences, clone M1/70, catalog # 553309</p> <p>Biotin anti-CD31: eBioscience, clone 390, catalog # 13-0311-82</p> <p>Biotin anti-Sca1 (Ly-6A/E): BD Biosciences clone E13-161.7, catalog # 553334</p> <p>anti-Mouse CD34 eFluor 660: eBioscience, clone RAM34, catalog # 50-0341-82</p> <p>anti-integrin alpha 7 antibody-PE conjugate: Abclab, clone R2F2, catalog # 10ST215</p> <p>anti-detyrosinated tubulin abcam, catalog # ab48389</p> <p>anti-IFT88: ProteinTech, catalog # 13967-1-ap</p> <p>anti-PAX7: Santa Cruz Biotechnology, catalog # sc-81648</p> <p>anti-FOP: Abnova, clone 2B1, catalog #H00011116-M01</p> <p>anti-MyHC: Thermo Fisher Scientific, clone MF20, catalog # 14-6503-82</p> <p>anti-LAMININ: Millipore, clone A5, catalog # 05-206</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Validation      | <p>Commercially available and well-established antibodies were used. All antibodies have been tested for reactivity against the appropriate species on the specification sheets on the providers' websites or in published articles. The muscle stem cell antibody sorting panel (anti-CD45: BD Biosciences catalog # 553078; anti-CD11b: BD Biosciences catalog # 553309; anti-Sca1 (Ly-6A/E): BD Biosciences catalog # 553334; anti-CD31: eBioscience catalog # 13-0311-82; anti-Mouse CD34 eFluor 660: eBioscience catalog # 50-0341-82; anti-alpha 7 integrin antibody-PE conjugate: Abclab, catalog # 10ST215) has been validated previously (Sacco et al., 2008; Cosgrove et al., 2014; Ho et al., 2017). Anti-detyrosinated tubulin (abcam, catalog # ab48389) recognizes a 10-residue synthetic peptide of the C terminal domain of human alpha Tubulin. It has been validated previously to detect the primary cilium in cells as shown in the manufacturer's website. Anti-PAX7 (Santa Cruz Biotechnology, catalog # sc-81648) detects Pax-7 of mouse, rat, human and avian origin by WB, IP and IF and has been validated for detection of muscle stem cells as shown in the manufacturer's website. anti-FOP (Abnova, catalog #H00011116-M01) detects FGFR1OP in mouse by IF reported in scientific literature (PMID: 28625565) and validated by the manufacturer. Anti-MyHC MF20 (Thermo Fisher Scientific, catalog # 14-6503-82) recognizes the heavy chain of myosin II, specifically the light meromyosin portion, in cardiac and skeletal muscle of vertebrates. The MF20 antibody has been shown to react to myosin from a variety of mammalian, avian and amphibian species, including rat, mouse, human, chicken, zebrafish, and dog; and has been reported for use in western blotting, and immunocytochemistry. anti-LAMININ: Millipore, clone A5, catalog # 05-206 specifically detects B2 chain laminin; does not cross-react with other basement membrane components or fibronectin. It recognizes human, mouse and monkey and reported for use in immunocytochemistry.</p> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>C57Bl/6J wt mice: Male young (2-4 months) and male aged (&gt;24 months)</p> <p>NOD-SCID mice: 2-4 months, male and female</p> <p>Pax7CreERT2;IFT88flox/flox: young (2-4 months, male); aged (12 months, male)</p> <p>Pax7CreERT2;Rosa26-LSL-Luc: 2-4 months, male and female</p> <p>Centrin2-eGFP; Arl13b-mCherry: 2-4 months, male</p>                                                                                                                                                                                                                                                                                                                       |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field collected samples were used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | <p>All experiments and protocols were performed in compliance with the institutional guidelines of Stanford University and Administrative Panel on Laboratory Animal Care (APLAC). The laboratory animal care program at Stanford University is accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care (AAALAC International). All studies were conducted in accordance with the GSK Policy on the Care, Welfare and Treatment of Laboratory Animals and were reviewed the Institutional Animal Care and Use Committee either at GSK or by the ethical review process at the institution where the work was performed.</p> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Hindlimb muscles from mice were minced and digested using a collagenase type 2 (Worthington Biochemical, cat # LS004177) and dispase II (Thermo Fisher Scientific, cat # 17105041) solution by the gentleMACs Octo Dissociator (Miltenyi) at 37°C. Homogenized muscles were passed through 40 uM nylon strainers to obtain a single cell suspension. Subsequently, single cells were depleted for hematopoietic lineage expressing and non-muscle cells (CD45-/CD11b-//Sca1-/CD31-) (BD Biosciences catalog # 553078, 553309, 553334 and eBioscience 13-0311-82 respectively) using a magnetic bead column (Miltenyi). The remaining Lin- cell mixture was then subjected to FACS analysis to sort for MuSCs co-expressing CD34 (Anti-Mouse CD34 eFluor 660, eBioscience, cat# 50-0341-82) and integrin alpha7 (Anti-integrin a7 antibody-PE conjugate, Ablabs) markers. |
| Instrument                | FACS LSR II (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                  | FACSDIVA Software (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | Cells were not post-sorted after initial purity sorting.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | Muscle stem cell sort from muscle tissues:<br>FSC and SSC were used to identify muscle stem cells and exclude doublets or debris. After gating for live cells (DAPI-), lineage negative cells were excluded (Cd11b-, Cd45-, Cd31-, Sca1-). Then, muscle stem cells were identified as the double positive integrin alpha7+ and Cd34+ in the Lin- population.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Primary cilia on muscle stem cells are critical to maintain regenerative capacity and are lost during aging
**Source:** Nat Commun. 2022 Mar 17;13:1439. doi: 10.1038/s41467-022-29150-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1:**

**Description: RNAseq analysis of control and IFT88<sup>-/-</sup> muscle stem cells.** Differentially expressed genes between control and IFT88<sup>-/-</sup> MuSCs were analyzed through the use of Ingenuity pathway analysis (QIAGEN IPA, <https://digitalinsights.qiagen.com/IPA>).

How the deposited data were processed for this re-analysis (not part of the article)

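RNA-seq libraries of MuSCs from young and aged mice were analysed. There were 3 young and 2 aged untreated libraries, which are those of Fig. 4c, and 3 young and 3 aged libraries from cells treated with PGE2 (prostaglandin E2, a lipid signal), which the paper does not report. The sample labels give 10 ng/ml PGE2 for 24 h. The paper's other RNA-seq experiment, on IFT88-deficient MuSCs, was not analysed here.

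The authors sorted the cells, amplified the RNA, aligned reads to mm10 with STAR within bcbio-nextgen, and estimated counts per gene with RSEM or Salmon, and tested genes with DESeq. The text does not say which of these made the deposited values, and it does not give the annotation release, the read filters or the strandedness. The deposited values are estimated counts (expected counts), not normalized, in 2 tables: 1 with the 5 untreated libraries and 1 with all 11. The 164880 values that the tables share did not differ. Of all values, 4.64% were not whole, and counts were rounded before testing. In the larger table 2 young PGE2 columns carry the same name, so they were used as young PGE2 libraries without a replicate number, called a and b here in the order of the table. Of the 32976 gene identifiers, 31980 had a symbol and coordinates in GENCODE M21, an annotation of the same genome build.

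Total estimated counts ranged from 3356780 to 7198596 in young (median 7110767), from 1276890 to 3797819 in aged (median 2537354), from 693371 to 3641977 in young PGE2 (median 1084987) and from 1760154 to 3216816 in aged PGE2 libraries (median 2437728). The floor of 3 counts corresponds to between 0.417 and 4.33 CPM per library. Floors cover counting error only, since the cDNA was amplified and molecules were not tagged.

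Differential expression was tested in R 4.3.3 with edgeR 4.0.16: TMM scaling, the default low-count filter (minimum count 10, minimum total count 15), the quasi-likelihood test, and a Benjamini-Hochberg adjusted p under 0.05. Only the groups compared entered each fit, apart from the age by PGE2 interaction, which used all 4 groups. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene sets for Hh signaling and intraflagellar transport were listed before the data were examined and tested with camera from limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01). Single values were compared with exact permutation tests on log2(CPM + 1), with the smaller tail doubled. The test of Gli2 over both treatments instead counted differences as large in either direction.

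The genes named were those of Fig. 4c, members of the listed gene sets that passed the threshold, sex and cell-type markers as checks of the labels, and, for each comparison, the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold whose groups did not overlap. Alternatives were DESeq2 1.42.0 on the genes that passed the filter, RLE and upper-quartile scaling, a looser and a stricter low-count filter, other thresholds, all groups in one fit, each replicate left out, and the replicate number as a block. The replicate numbers come from the sample titles. Covariates for Y-linked reads and for olfactory receptor reads, and the comparison of PGE2 with untreated libraries over both ages, were added after the data were seen. The 6 genes of Fig. 4c were followed through the alternatives of every comparison, and Odc1, chosen after its value was seen, through those of PGE2 with untreated libraries.

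The edgeR and DESeq2 code was tested on simulated counts with 200 changed genes, made with the levels and totals of the untreated libraries and the trend of their dispersion. Of the genes changed 8-fold, edgeR called 66 of 76 among 10703 genes. Of those changed 4-fold it called 41 of 67, and of those changed 2-fold it called 3 of 57. It also called 3 of 10503 unchanged genes. DESeq2 called 70 of the 76 and 16 unchanged genes. The simulation gave genes of similar level the same dispersion, which real genes do not share.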

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

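All tests of explanations in this part were chosen after the patterns were seen, and those of other groupings of the libraries were written down before they were run but after the real comparisons had been seen. For the 2 tests of the olfactory receptor background and the test of Gli2 loss, the reading was changed to undecided after the values were seen.

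Gli2 was singled out because the effect of age on it differed between untreated and PGE2-treated MuSCs. Gli2 was lower in aged than in young untreated cells (log2 fold change -3.22) and higher in aged than in young cells under PGE2 (1.42, with all 3 aged PGE2 libraries above all 3 young PGE2 libraries). The difference between these effects was 4.59 on the log2 scale (standard error 1.15), and from 3.93 to 9.64 over its alternatives. Its adjusted p was 0.638 over the 12619 genes tested with edgeR and Benjamini-Hochberg adjustment, and from 0.0785 to 1.00 over its alternatives, so it does not pass over all genes. Over the 6 genes of Fig. 4c, the adjusted p was 0.00347 in the same edgeR fit. In an exact permutation test of the age labels within each treatment, 1 of 200 labelings gave a difference as large in either direction (two-sided p = 0.005, the smallest these labelings can give). Between PGE2 and untreated aged cells, the log2 fold change of Gli2 was 4.36 (from 3.69 to 8.83 over the alternatives). Its adjusted p was 0.701 in edgeR, 0.0224 with DESeq2 and 0.0288 without the filter (from 0.0224 to 1.00 over the alternatives).

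Depth alone does not account for the low Gli2 count in the untreated aged libraries. At the lowest level seen in an aged PGE2 library, 24.4 counts would be expected in aged replicate 2, where 0 were seen, and 67.6 in aged replicate 1, where 7 were seen. Loss of single transcripts in amplified low-input libraries was also examined. Of 2220 genes within 1.5-fold of the Gli2 level in aged PGE2 libraries, Gli2 included, 2 (0.0901%) were as low in both untreated aged libraries. Gli2 itself was 1 of the 2. The prediction written for this test would have read so small a share as against loss. Gli2 was picked for being low there, so the share was read as unable to tell a loss from regulation. Selection is a candidate explanation, since Gli2 entered the paper's list through the untreated libraries. Of the genes lower in aged untreated cells at an unadjusted p under 0.05, 44.2% were higher in aged cells under PGE2. That share counts any rise, however small, and genes without an age effect would also give a large share. It cannot tell whether selection gives a rise as large as that of Gli2. Fibroadipogenic cells are another candidate source. The mean log2(CPM + 1) of 7 of their marker genes was higher by 0.697 in aged PGE2 than in aged libraries, against 3.91 for Gli2. The exact permutation p of the markers was 0.2, the smallest possible with the smaller tail doubled. The single libraries, looked up after the test, point both ways. The 2 untreated aged libraries had the lowest marker means (1.11 and 1.10) and the lowest Gli2. Gli2 was highest in aged PGE2 replicate 2 (37.5 CPM), where the marker mean was 1.42, below that of young replicate 1 (2.00, with Gli2 at 6.42 CPM). In aged PGE2 replicates 1, 2 and 3, Pdgfra had 1, 0 and 2 counts, Dcn 6, 6 and 32, and Ly6a 39, 0 and 0. Col1a1 had 0, 0 and 0, Dpt 5, 0 and 0, Col1a2 26, 2 and 0, and Col3a1 299, 192 and 224. Gli2 had 69, 67 and 46 counts there, more than every marker but Col3a1. These counts give little sign of such cells, but the marker means of the untreated aged libraries go with them. Such cells are therefore neither shown nor ruled out as the source. The paper reports by qPCR that Gli2 was lower in aged than in young MuSCs, so that direction does not rest on these libraries alone. The paper reports no cells under PGE2, so its qPCR does not decide why the age effect differed. The pattern of Gli2 may reflect an effect of PGE2 that depends on age. It cannot be told apart from selection of the gene, from loss in amplification or from other cells in the libraries.

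The PGE2 libraries, which the paper does not report, held a signal relative to the untreated libraries. Over both ages, 8 genes had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), all higher with PGE2: Odc1, Mmp14, Vegfa, Dpysl3, Nr4a2, Sparc, Pde4b and Fn1. Odc1 rose by 1.57 on the log2 scale (standard error 0.17, adjusted p = 3.85e-05 in edgeR, and at most 5.97e-04 over its alternatives). All 6 PGE2 libraries were above all 5 untreated ones for these genes except Fn1. Each of the 8 genes was higher with PGE2 in young and in aged cells. Their response differed with age at an unadjusted p under 0.05 for 1 of them (Mmp14, interaction adjusted p = 0.826 in edgeR), which does not pass over all genes. With the PGE2 labels shuffled within each age, 4 of 100 drawings, the real one included, gave at least 8 genes. With every library thinned to 693358 counts, 6 of the 8 genes still passed, and with the level of olfactory receptor reads as a covariate all 8 did. Over both ages, depth and this background therefore leave most of the signal in place. Within young cells alone no gene passed with that covariate, Odc1 included, and within aged cells more genes passed than without it. The log2 fold change of Odc1 in young cells nevertheless ran only from 1.55 to 1.68 over its alternatives, that covariate included. This argues against the background as the source of the rise of Odc1. For other genes in young cells alone, the background is not excluded. Whether treated and untreated cells were prepared in separate batches is not given by the labels, and this could not be tested. A response of MuSCs to PGE2 therefore remains a hypothesis, which cannot be told apart from such a batch.

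Within young cells, 1 gene (Odc1, log2 fold change 1.63, adjusted p = 0.0175 in edgeR, and from 4.86e-13 to 1.00 over its alternatives) passed the threshold. Of the 6 splits of these 6 libraries that part the libraries numbered 2, 1 gave as many genes, the real one. Over all 10 splits it was also 1. By the number of genes at an unadjusted p under 0.05, however, 3 of the 10 splits, all 3 among those 6, gave at least the 445 of the real one, with up to 1154. A comparison of 3 libraries with 3 cannot give a share under 0.1.

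Counts on Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were present in 4 of 11 libraries: young replicate 3, aged replicate 2, aged PGE2 replicate 3 and the unnumbered young PGE2 library b. The 4 genes together reached 106.7 CPM in the highest of these libraries and 56.2 CPM in the lowest. The other 7 libraries held at most 1 count. The same 4 libraries also held Xist, a transcript of the inactive X chromosome, at 366.3 CPM or more, below the 1920 to 2474 CPM of the other 7. This is consistent with a mix of male and female cells in these 4 libraries and female cells in the others. Reads of the X-linked copies counted on the Y-linked genes would give counts in every library. The 7 libraries with at most 1 Y-linked count held from 1919 to 15575 counts on those copies. No condition in the design corresponds to this split, and no biological explanation was tested. Each of the 4 groups holds 1 library with Y-linked reads.

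Counts on 1029 olfactory receptor genes, which the paper does not discuss, ranged from 22.6 CPM in aged replicate 1 to 1220 CPM in the unnumbered young PGE2 library b, above the floor of 3 counts in all 11 libraries. In the library with the most such genes, 583 were read. Across the 11 libraries, the level of these genes rose with that of 284 vomeronasal receptor genes (Spearman's rho 0.973, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 2e-05 over 2 relations; Pearson's r 0.923, permutation p = 4e-05, adjusted 8e-05). Without the 2 libraries farthest from the median, r was 0.964. This is in line with a background spread over the genome, such as genomic DNA. The counts per kilobase of exon, however, were between 0.606 and 4.32 times as high for olfactory as for vomeronasal genes, where an even background predicts a ratio near 1. The level fell with the total count (rho -0.655, permutation p = 0.0343, and r -0.673, permutation p = 0.0233). Without the 2 libraries farthest from the median r was -0.417, so the relation rests on those libraries. The total is also the denominator of the level, which alone can give a negative relation. The permutation does not account for this, so these values do not show an effect of depth. Groups of 2 or 3 libraries are too few to repeat these relations within a condition. The 3 young PGE2 libraries (340.2 to 1220 CPM) were above the 3 aged PGE2 libraries (151.7 to 309.7 CPM), with an exact permutation p of 0.1, the smallest possible, so age and background cannot be told apart in that comparison.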

How the results depend on the processing

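All alternatives were set before the data were examined, apart from the 2 covariates and the comparison of PGE2 with untreated cells over both ages, which were chosen after seeing the data. The cause of each change below was not tested.

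For aged against young untreated MuSCs, 0 genes passed an adjusted p under 0.05 (560 at an unadjusted p under 0.05). The count was also 0 with RLE or upper-quartile scaling, at least 10 counts in every library, an adjusted p under 0.1, all groups in one fit, either covariate, and each of the 3 young replicates left out. It was 7 with DESeq2, 17 with no filter beyond 1 count in total, and 1191 at an unadjusted p under 0.1. Of the 17 genes, 5 had been removed by the filter, and the other 12 were tested in both fits but passed only without the filter. None of the 6 genes of Fig. 4c passed in any of these fits, except that all 6 passed at an unadjusted p under 0.1. At an unadjusted p under 0.05 there were 5 of them as reported, 4 with upper-quartile scaling, without the filter or with all groups in one fit, 3 of 5 tested with at least 10 counts in every library (Gli2 was removed), and from 2 to 3 with a young replicate left out. Their directions held in every fit run, with each aged replicate left out too. The second table of untreated values is identical, so it was no separate alternative.

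For aged PGE2 against young PGE2, 0 genes passed (521 at an unadjusted p under 0.05). The count was 13 with DESeq2, 65 without the filter (34 of them removed by the filter otherwise), 1037 at an unadjusted p under 0.1, and from 0 to 7 across the 6 fits that each left out one replicate. Of the Fig. 4c genes, 0 passed (1 at an unadjusted p under 0.05), and 1, Gli2, passed at an unadjusted p under 0.1. For PGE2 against untreated young cells, 1 gene passed, against 17 with DESeq2, 100 without the filter, 949 at an unadjusted p under 0.1, 0 with the olfactory receptor covariate (81 at an unadjusted p under 0.05), and from 0 to 4 across the 6 fits that each left out one replicate. For aged cells, 0 genes passed (496 at an unadjusted p under 0.05), against 13 with DESeq2, 31 without the filter, 978 at an unadjusted p under 0.1, 2 with all groups in one fit and 3 with either covariate. For the age by PGE2 interaction, 0 genes passed (746 at an unadjusted p under 0.05), against 42 without the filter and 1369 at an unadjusted p under 0.1. For PGE2 over both ages, 8 genes passed, against 19 with DESeq2, 40 without the filter and 1436 at an unadjusted p under 0.1. The 8 genes were among those of these 3 settings, and from 3 to 10 genes passed across the 9 fits that each left out one replicate.

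The Hedgehog gene set did not differ between aged and young untreated cells (limma's camera test, 0.379), and the value was 0.959 in the opposite direction with at least 10 counts in every library. Under PGE2 it was 0.369, and 0.0271 without the filter. The intraflagellar transport set gave 0.377 untreated. Under PGE2 it gave 0.0567 (lower in aged), 0.00546 with at least 10 counts in every library, 0.609 in the opposite direction without the filter, and from 0.0187 to 0.739 across the 6 fits that each left out one replicate. On which side of 0.05 this set falls depends on the filter and on the libraries kept.

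Single genes were followed too, and 26 of their values were counted as changing direction. These were 9 for age under PGE2, 9 for PGE2 in young cells, 2 in aged cells and 6 over both ages. The count leaves out a change of Ift122 in aged cells, given below, for which no test was made. None did for aged against young untreated cells or for the interaction. For age under PGE2, the log2 fold changes became -0.808 for Ift122, -0.451 for Kif3a and -0.387 for Stil with the olfactory receptor covariate. Across the 6 fits that each left out one replicate, they ran from -0.731 to 0.344 for Dzip1l, from -0.758 to 0.348 for Ptch1 and from -0.0577 to 0.247 for Stil. For PGE2 in young cells, Ptch1 became -0.0307 without the filter and -0.198 with the Y-linked covariate. With the olfactory receptor covariate, Gli2 became 0.0560, Ptch1 -0.0695 and Stil 0.130. Across the 6 fits that each left out one replicate, Gli2 ran from -0.533 to 0.0576 and Ptch1 from -0.612 to 0.429. In aged cells, Dzip1l ran from -0.348 to 0.518 and Kif3a from -0.0516 to 0.532 across such fits. Over both ages, Ift122 was near 0 (-0.0113, standard error 0.617), so its 6 changes of sign carry little weight. It became 0.0168 with DESeq2 and 0.0148 with RLE scaling, settings that moved the median over all genes alike, from 0.00773 to 0.0325 and 0.0295. It became 0.257 with the olfactory receptor covariate, and ran from -0.260 to 0.389 across such fits. Without aged replicate 1, where 1 aged untreated library is left and no test was made, Ift122 also changed sign for PGE2 in aged cells (0.0480). For single genes, 10 other values moved, and 5, all of Odc1 in young cells, became weaker. Another 23 newly passed a threshold: 16 only because the threshold was an unadjusted p under 0.1, with the same value and p, and 7 in another fit. Among the 7 was Gli2 for PGE2 in aged cells, which passed with DESeq2 and without the filter.

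With the replicate number as a block (replicate block), 0 genes passed for aged against young untreated cells (324 at an unadjusted p under 0.05), 0 of the Fig. 4c genes passed (1 at an unadjusted p under 0.05), and 1 gene passed for PGE2 against untreated aged cells. The Hedgehog set then gave 0.279 and the intraflagellar transport set 0.802 in limma's camera test. Deviations from the group means of same-numbered libraries had correlations between -0.0737 and 0.0351, so the numbers do not pair the libraries. No paired analysis was possible for comparisons with young PGE2 or for the interaction because 2 of the young PGE2 columns carry no number of their own.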

Differences from the paper's values

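The look at DESeq2's unadjusted p in this part was chosen after the result was seen. The paper's text gives no number for the transcriptome comparison that could be set beside a value here. The methods name no threshold for Fig. 4c. The paper names Ift122, Kif3a, Dzip1l and Stil as differentially expressed between young and aged MuSCs. With edgeR and an adjusted p under 0.05, 0 of the 6 genes of Fig. 4c passed, and each had an adjusted p of 0.939 after Benjamini-Hochberg adjustment (from 0.443 to 1.00 over the alternatives). All 6 passed at an unadjusted p under 0.1 in edgeR, an alternative set before the data were examined. DESeq2's p-values were also under 0.1 for all 6, the highest being 0.0985 for Kif3a, with an adjusted p of 0.916. Adjusted over the 6 genes alone, 3 passed in edgeR (Ift122, Dzip1l and Gli2). No other setting run called any of them between aged and young untreated cells. The directions in the heat map of Fig. 4c were those found here.

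The paper places Ptch1 and Gli2 among the leading differences. It also reports higher Ptch1 and lower Gli2 in aged MuSCs by qPCR, the directions found here. By p, Gli2 ranked 170 and Ptch1 486 of 11212 genes with edgeR, and 130 and 518 with DESeq2.

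The reporting summary gives male mice for the wild-type young and aged groups. Xist was read in all 11 libraries, from 366.3 to 2474 CPM, and 7 libraries held at most 1 count on 4 Y-linked genes.

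The methods state 30–40 M reads per sample. The estimated counts on genes total from 693371 to 7198596 per library.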

Other observations

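The genes named from DESeq2 and the genes followed into the PGE2 libraries were chosen after the results were seen. The untreated comparison was set beside other splits of the same libraries, a test written down before the splits were run but after the real comparison had been seen. Of the 10 ways to split the 5 untreated libraries into 3 and 2, 3 gave at least the 560 genes at an unadjusted p under 0.05 of the real split, with counts from 208 to 788. One of them, which set young replicate 3 and aged replicate 2, the 2 untreated libraries with Y-linked reads, against the others, gave 688 genes. Of the 6 splits that part the libraries numbered 2, as the real one does, 2 gave as many. For aged PGE2 against young PGE2, 2 of the 6 splits that part the libraries numbered 2 gave at least 521 such genes, and 3 of all 10 did. Splits of these sizes cannot give a share under 0.1.

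With DESeq2, 7 genes had an adjusted p under 0.05 between aged and young untreated MuSCs: 5033426O07Rik, BC067074, Anxa3 and Sh3bgrl were higher and Kbtbd4, Ext2 and Atic lower in aged cells. Each had an adjusted p of 0.938 in edgeR with Benjamini-Hochberg adjustment, and none overlapped between the groups, as chance gives for 20% of genes.

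Genes that differed with age in untreated cells at an unadjusted p under 0.05 were followed in the PGE2 libraries. Of 267 genes lower in aged untreated cells and tested under PGE2, 118 were higher in aged PGE2 than in young PGE2 cells, and of 195 genes higher in aged untreated cells, 83 were lower.

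Marker genes listed before the data were examined gave a check of the cell type. The mean log2(CPM + 1) of 8 muscle stem cell markers was 6.98 in young and 6.88 in aged libraries (exact permutation p = 0.8), and that of 8 immune markers was 0.223 and 0.214 (exact permutation p = 1). Other sets differed more. The mean of 8 differentiated muscle markers was 1.51 in young and 0.595 in aged libraries, and that of 7 fibroadipogenic markers was 1.64 and 1.10. The exact permutation p was 0.2 for each, the smallest possible with the smaller tail doubled. Endothelial markers had means of 0.799 and 1.34, and glial markers 0.977 and 0.535 (exact permutation p = 0.4 for each). The mean of 12 cell cycle genes was between 8.21 and 8.62 in each of the 11 libraries.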
